# Sex differences on laser-induced choroidal neovascularization and short-chain fatty acid treatment in a mouse model

**DOI:** 10.1186/s12974-025-03508-1

**Published:** 2025-07-19

**Authors:** Chufan Yan, Caio Andreeta Figueiredo, Inga-Marie Pompös, Bilge Ugursu, Paula Arribas-Lange, Sergej Skosyrski, Seulkee Yang, Petra Althoff, Norbert Kociok, Antonia M. Joussen, Susanne A. Wolf

**Keywords:** Age-related macular degeneration, Choroidal neovascularization, Retinal microglia, Short-chain fatty acids, Sex differences

## Abstract

Age-related macular degeneration (AMD) is a leading cause of blindness worldwide, with a clinical presentation that varies between sexes. In late-stage AMD, choroidal neovascularization (CNV) triggers retinal inflammation and degeneration, processes that are exacerbated by an overactive response of retinal microglial cells. Short-chain fatty acids (SCFAs) have emerged as potential treatments for AMD due to their anti-inflammatory properties. In this study, we investigate the effects of SCFA treatment in a laser-induced CNV mouse model, focusing on sex-dependent differences in disease progression and microglial response. Our findings demonstrate distinct sex-specific patterns in the development of CNV and associated pathological hallmarks. SCFA treatment resulted in a slight increase in density of Iba1^+^ microglial cells in females at 3 days post-laser (3dpl), while it prevented an increase in males at 7 dpl, with both sexes showing enhanced microglial ramification. The dynamics of microglial density were likely linked to protective effects on CNV lesion, leakage size, and inflammation, which occurred earlier in females and later in males. At transcriptional level, SCFA showed mixed effects, mainly targeting inflammation resolution, mitochondrial support, and neuronal repair in a sex-dependent manner. In vitro, SCFAs reduced microglial phagocytosis of retinal debris, suggesting a potential anti-inflammatory action. This study underscores the importance of considering sex-specific responses in the development of AMD treatments, such as SCFAs, and highlights the need for personalized therapeutic strategies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-025-03508-1.

## Introduction

Age-related macular degeneration (AMD) stands as a prevalent and debilitating eye disease, and one of the leading causes of permanent visual impairment worldwide [1]. AMD’s prevalence and clinical manifestations may vary between male and female individuals [2, 3], and epidemiological studies reported a higher risk of AMD in females compared to males [4, 5]. Still, only a few studies have considered sex differences in ocular diseases, leaving AMD’s sex-specific disparities poorly defined [6] AMD’s pathology is characterized by the accumulation of subretinal deposits of lipids, proteins, and cellular debris, termed drusen bodies, that induce inflammation in the retina [7, 8]. Retinal microglia, the local resident immune cells, respond to this accumulation and trigger phagocytosis of retinal components in close contact with drusen bodies, such as photoreceptors and supportive glial cells, thus potentially jeopardizing vision [7, 8]. Moreover, continuous reactive state of retinal microglia induces recruitment of other inflammatory immune cells to the subretinal space, further intensifying neuroinflammation in the eyes [9, 10].

A significant late complication of AMD is the choroidal neovascularization (CNV), a hallmark lesion of advanced neovascular AMD (nAMD, or also called wet-AMD), characterized by aberrant blood vessel formation, which causes exudation, hemorrhage, and consequently retinal fibrosis and degeneration [11–15]. Anti-vascular endothelial growth factor (anti-VEGF) therapy is a standard treatment for nAMD, but its efficacy varies among patients, and a need for alternative or supplementary treatments targeting retinal inflammation has become imperative [16, 17]. Recent research has shown the involvement of gut microbiota in ocular health and disease, and the concept of a gut-retina axis has gained more attention in the field [18]. For example, patients diagnosed with AMD and/or diabetic retinopathy have shown altered intestinal microbiota (i.e. gut dysbiosis) [19–21]. Short-chain fatty acids (SCFA), bacterial metabolites derived from dietary fiber fermentation, have promised benefits in mitigating retinal inflammation [20, 22]. Thus, here we investigate the effects of SCFA supplement treatment in a laser-induced CNV mouse model of nAMD. Moreover, we explored baseline sex-specific differences in this model, and how SCFA treatment affects males and females differently.

## Methods

### Animal husbandry

C57BL/6J mice were purchased from Janvier (Cedex, France) and housed in Charité animal houses. 6 to 9-week-old mice were used in this study. Mice were provided with unrestricted access to food pellets and water *ad libitum*, and were group-housed in ventilated cages under standard laboratory conditions (12:12 light/dark cycle with light on at 6:00 h, 22 ± 2 °C, 45–60% humidity). All animal experiments complied with the guidelines of the *ARVO Statement for the Use of Animals in Ophthalmic and Vision Research* and were approved by the local governmental authorities (*Landesamt für Gesundheit und Soziales*, LaGeSo, Berlin, Germany: G0056/20).

### Mouse model and group design

Nine-week-old mice were anesthetized with subcutaneously injections of ketamine (100–120 mg/kg) (100–120 mg/kg; CP-Pharma, Germany) and xylazine (10–15 mg/kg; CP-Pharma), and had their pupils dilated with 5% phenylephrine-tropicamide eye drops (Charité Apotheke, Berlin, Germany). Optimal pupil dilation (2.5–3 mm) was confirmed using an ophthalmological slit lamp. To flatten the cornea, a round glass coverslip (15 mm diameter) was used as a contact lens, and it was placed on the mouse cornea with lubricating eye drops, Methocel^®^ (OmniVision, Germany) in a perpendicular position to the laser beam. Using the image-guided laser system VISULAS^®^ 532s (Carl Zeiss, Germany), the focus laser beam was positioned on the choroidal retinal pigmented epithelial (RPE) cell layer on the eye fundus, and four laser burn-spots around the optic nerve were induced one by one in each eye. The system was equipped with an argon laser with a wavelength of 532 nm, pulsed with a fixed diameter of 50 μm, duration of 100 ms, and 120 mW of intensity. After that, the eyes were gently rinsed with Corneregel^®^ (Bausch + Lomb, Germany) to protect them from corneal opacification owing to dehydration [23]. The mice were then placed in their cages with hot water bottles or a red lamp to keep them warm until they awoke. To allow accurate evaluation of the laser-induced CNV lesions, some animals were excluded from the study based on (1) presence of hemorrhages, and (2) bleeding area diameter. Severe hemorrhages lead to larger CNV lesions, with outcomes that cannot be compared to non-hemorrhagic eyes. Moreover, lesions with a bleeding area diameter less than that of the lesion were considered Grade 0 for analysis. Lesions with a bleeding area diameter larger than the lesion but less than two times the lesion diameter were excluded from quantification (Grade 1). All lesions in the same eye were excluded from analysis if the bleeding area diameter was more than two times the lesion diameter (Grade 2). Lesion areas were defined based on IR images from the first analysis day (3dpl), and closely located lesions were considered in the analysis. What appears to be lesion fusion on FA or flat-mount images often reflects leakage or proximity but not actual anatomical fusion of laser sites. IR images—used to define ROIs—were carefully evaluated to exclude fused lesions. Fused lesions (i.e., lesions with adjacent lesion cores) were excluded from the analysis.

SCFA was administered to mice *ad libitum* via drinking water, and the SCFA concentrations of choice were similar to the ones previously described [24, 25]. 67.5mM sodium acetate (5.54 g/L, Cat#S2889-250 g, Sigma-Aldrich, USA), 25mM sodium butyrate (4.4 g/L, Cat#303410–100 g, Sigma-Aldrich, USA), and 40mM sodium propionate (2.48 g/L, Cat#P1880-500 g, Sigma-Aldrich, USA) were prepared and diluted with tap water under sterile conditions, followed by sterile filtration with Steritop^®^ filters (Cat#S2GPT02RE, Merk Millipore, USA). All the materials used in this process were autoclaved to avoid contamination and ensure maximum SCFA stability. The drinking SCFA solution was stored at 4ºC for no more than 7 days, and was changed every 48–72 h [25, 26].

C57BL/6J mice were randomly divided into two groups: the control group received only the laser lesion without SCFA supplementation, and the SCFA-treated group received SCFA in drinking water 3 weeks before the laser lesion until the mice were euthanized and samples were collected. All the animals included in this study underwent the same standardized experimental procedures. The retina and choroid were collected at 3-, 7-, and 14-days post-laser induction (dpl) for both sex groups and prepared for subsequent experiments.

### Estradiol serum analysis

Blood samples were collected from mice at the time of sacrifice via cardiac puncture. After clotting at room temperature, samples were centrifuged at 2,000 × g for 10 min to obtain serum. Estradiol concentrations were determined in 50 µl serum using a Mouse Estradiol Rapid ELISA Kit (Catalog #EELR013, Invitrogen), according to the manufacturer’s instructions. All samples were analyzed in duplicate.

### Ocular imaging analysis (IR, BAF, FA)

Mice were anesthetized and their pupils dilated with 5% phenylephrine-tropicamide eye drops (Charité Apotheke, Berlin, Germany) before being positioned horizontally on a polystyrene box attached to a head holder. Infrared reflectance (IR) and BluePeak blue laser autofluorescence (BAF) imaging were acquired using the 55° Wide Field Lens. The Automatic Real Time (ART) Mean function was active during the acquisition, and the “compute mean” function was applied after acquisition. For Fluorescein Angiography (FA), mice received an intraperitoneal injection of 5 µg/g body weight of fluorescein Alcon 10% dye (Alcon, Germany). Images were acquired 6 min post-injection using Spectralis HRA + optical coherence tomography (OCT) (Heidelberg Engineering, Heidelberg, Germany) and managed with Heidelberg Eye Explorer software (version 1.7.0.0). IR, BAF, and FA data were exported in “.tif” format and further analyzed using ImageJ software (v2.14.0/1.54 h, National Institutes of Health, USA). Circular region-of-interest (ROIs) were overlapped with lesions and set according to IR images from the first analysis day (3dpl). Recordings from different days were aligned using the optic nerve head (ONH) position and retinal vessels. Then the lesion ROIs were overlapped, keeping the same relative position to the ONH. Alignments were performed in ImageJ using the “transform & translate” function. Mean gray values intensity (MGVI) from each ROI, in each parameter (IR, BAF, FA) were obtained.

### RNA sequencing sample preparation and cDNA library construction

Each RNA sample was a pool of two laser induced retinas extracted from mice on the same group, using the RNeasy Mini kit (Cat#74104, Qiagen, Germany) and sent to Novogene Co, Ltd. (Munich, Germany) for RNA sequencing. Briefly, the integrity, purity and initial quantitation of RNA samples were measured using the Bioanalyzer 2100 (Agilent Technologies, USA). The Novogene NGS RNA Library Prep Set (PT042) was utilized for library construction. Quality assessment of the constructed library was performed with Qubit 2.0 (Thermo Fisher Scientific, Germany) and RT-PCR. We started out with 6 samples per group. We had to pool 2 retinae from two different animals per n – information of 6 independent samples went into the group analysis in total. Due to quality assessment, the number of n in some of the female groups was reduced from 3 to 2 (for 7- and 14 dpl, male-control *n* = 3, male-SCFA *n* = 3; for 7 dpl, female-control *n* = 2; female-SCFA *n* = 2; for 14 dpl, female-control *n* = 2; female-SCFA *n* = 3 (see the PCAs in supplementary material 5 A-D). Quantified libraries were then pooled and sequenced on the Illumina Novaseq 6000 platform using a paired-end 150 strategy. The data was reported as raw read counts and fragments per kilobase of transcripts per million. DEseq2 was used to calculate the normalized read counts. Differentially expressed genes (DEGs) were identified with a fold-change > |1| and adjusted *p* value (padj) < 0.1. We choose this p value aiming to include low abundance microglia-related genes. Principal Component Analysis (PCA) plots were done using DESeq2 (R/Bioconductor); Heatmaps and volcano plots were generated using the PTMCloud tools (https://www.ptm-biolab), and Gene Ontology (GO) Analysis was done using David (https://david.ncifcrf.gov) (Supplementary material 5E-H, full list Supplementary material 6). Due to ethical constraints and the lack of additional biological material, qPCR-based validation of the RNA-seq results was not feasible; we therefore interpret the transcriptomic findings with appropriate caution and consider them exploratory in nature. The raw and processed RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE299691.

### Flat mount preparation

Mice were sacrificed by cervical dislocation, followed by enucleation of the eyes. The eyes were initially immersed in a 4% paraformaldehyde (PFA) solution in Dulbecco’s phosphate-buffered saline (DPBS, Cat#14190169, Thermo Fisher Scientific, Germany) for 15 min at room temperature (RT), and then transferred to DPBS for further processing. The retinas were isolated and cut into four-leaf shapes under a stereomicroscope. Samples were stored in methanol at -20 °C until further use.

### Immunofluorescence of retinal and choroidal flat mounts

The samples were permeabilized with tris-buffered saline (TBS, Cat#498276376, Carl ROTH, Germany) 5% Triton X-100 at RT for 15 min, followed by 1h blocking with 1% Triton X-100 in blocking buffer (10% donkey serum in TBS). Next, samples were incubated with anti-Iba1 antibody solution (dilution 1:250, Cat#ab5076, Abcam, UK) and Isolectin GS-IB_4_ conjugate with Alexa Fluor™ 647 (dilution 1:250, Cat#I32450, Invitrogen, USA) for 2 days at 4 °C. The samples were rinsed three times at RT for 10 min in TBS, and then incubated with Alexa Fluor 488 AffiniPure™ Donkey Anti-Goat IgG (1:200 dilution, Cat# 705-545-147, Jackson ImmunoResearch, USA) in blocking buffer (2 h, 4 °C) followed by DAPI nuclear staining for 10 min at 4 °C (10 µg/ml in TBS, Cat# D9542, Sigma-Aldrich, Germany). After washing (3x TBS, 10 min each) samples were mounted with Aqua-Poly/Mount (Cat#18606, Polysciences, USA) on glass slides, and stored at 4 °C until dry-out. Images were acquired at the middle point between the optic nerve head (ONH) and the end of the flat mount leaf, neighboring the laser-lesion area but not including it. Unfortunately, strong autofluorescence, signal saturation, and frequent tissue disruption at the lesion core made consistent quantification unreliable. To avoid bias from selectively preserved lesions, we chose peri-lesion regions for reproducibility. Z-stacks from the full depth of each imaged area were acquired with a confocal microscope, and images were divided into ILP and OLP series according to the vessel size (IPL, large vessels; OPL, small vessels). Images were further analyzed using ImageJ software (version 2.14.0/1.54 h), and the microglial morphology analysis was performed following the protocol provided by Young et al. 2018 [27]. 1–2 maximum intensity projections from each retinal layer were analyzed, per retina, with 3–5 animals per group and per time-point. Cell density values were further divided by the image area, and presented as cells/mm². For choroid flat mount staining, only Isolectin GS-IB_4_ Alexa Fluor™ 488 Conjugate (dilution 1:250, I21411, Invitrogen™, USA) was used, and images were acquired with a confocal microscope at laser spots, with Z-stacks from the full depth of the choroid.

### SCFA in vitro treatment

To perform SCFA treatment in vitro, a 100x SCFA stock solution was prepared in MilliQ-grade water consisting of 30mM acetate (Cat# S2889), 2mM of propionate (Cat# P5436) and 1mM butyrate (Cat# 303410), all purchased from Sigma-Aldrich^®^ (Merck, Germany). The final solution was sterile filtered at 0.22 μm (Cat# FCA206030, JetBiofil Europe, Spain), aliquoted and stored at -20 °C until further use. For the experiments, the stock solution was diluted to 1x to obtain final concentrations of 300µM, 20µM, and 10µM, (acetate, propionate, butyrate) respectively.

### Human induced pluripotent stem cells (hiPSC)

Human induced pluripotent stem cells (hiPSC) from a specific cell line (BIHi043-A, subclone HMGUi001-A-10 that express GFP (XM001-AAVS1-GFP-Cl10)) were obtained from the Max Delbrück Center (MDC) Technology Platform Pluripotent Cells facility at the MDC Berlin-Buch Campus. All experiments were conducted on this facility, following their standardized protocols described elsewhere [28].

Briefly, hiPSC clusters were cultivated at 37 °C, 5% CO_2_ on Geltrex-coated plates (0.12–0.18 mg/ml, Gibco™, ThermoFisher Scientific), with StemMACS iPS-Brew XF medium (Miltenyi Biotec, Germany), split weekly using StemPro Accutase^®^ (Gibco™, ThermoFisher Scientific), and supplemented with 0.5 µM thiazovivin (STEMCELL Technologies, Canada) for the first 24 h after split. hiPSC clusters were further used to obtain human microglia-like (hiMGL) cells.

### Generation of human microglia-like (hiMGL) cells from hiPSCs

The hiMGL cells were generated from differentiated hiPSC, as previously described [28–30]. Firstly, hiPSC clusters were differentiated into hematopoietic progenitor cells (HPCs) in Geltrex-coated plates using the STEMdiff™ hematopoietic kit (STEMCELL Technologies). After 12-days of differentiation, HPCs were split and seed at 1.2 × 10^5^ cells/well of a six-well plate) into DMEM/F12 (w/o Phenol Red)-based serum-free microglia differentiation medium with B27 (2×), insulin-transferrin-selenite (ITS, 2×), N-2 (0.5×), GlutaMAX (1×), MEM non-essential amino acids solution (1×) (all purchased from Gibco™, ThermoFisher Scientific), insulin (5 µg/ml; PromoCell, Germany) and α-thioglycerol (400 µM; Merck, Germany). Additionally, IL-34 (100 ng/ml; Peprotech, USA), TGF-β1 (50 ng/ml; Peprotech) and M-CSF (25 ng/ml; Peprotech) were supplemented in the medium every other day. On day 25 and day 27 post HPC split, CD200 (100 ng/ml; Novoprotein America, USA) and fractalkine (CX3CL1, 100 ng/ml; Peprotech) were added to the medium (i.e., maturation medium) to support microglial maturation. Finally, hiMGL cells were harvested between days 28 and 31 post HPC split, and seeded to the phagocytosis assay.

### Müller cell debris solution

The human Müller cell line Moorfields/Institute of Ophthalmology- Müller 1 (MIO-M1) was obtained from the UCL Institute of Ophthalmology (London, UK) by the Department of Ophthalmology, Charité – Universitätsmedizin (Berlin, Germany). MIO-M1 cells were grown in high glucose DMEM containing 10% FBS and 1% Pen/Strep until confluence, and incubated at 37 °C, 5% CO_2_. Cells were detached from culture vessels with StemPro Accutase^®^ (Gibco™, ThermoFisher Scientific), rinsed (400× g, 10 min, 4 °C) and re-suspended in DPBS. Cell suspension was dounce homogenized 20–30 times with a tight pestle, and three frozen/thaw cycles were performed to rupture cellular membranes. To label Müller cells debris with pHrodo™Red, the solution was spun down (20,000× g, 5 min, 4 °C), and the pellet re-suspended in 0.1 M sodium carbonate (Na_2_CO_3_, Cat#A135.1, Carl ROTH, Germany) containing pHrodo™Red succinimidyl ester (1:140; Cat# P36600, ThermoFisher Scientific), and incubated (1.5 h, 37 °C, 1,000 rpm) protected from light. Then, the solution was spun down (20,000× g, 5 min, 4 °C), and the pellet was washed three times by adding 1.5 ml DPBS and spinning down (20,000× g, 5 min, 4 °C). Final Müller cell debris solution obtained was 200 µl, aliquoted and stored at -70 °C until further use. All procedures were performed under sterile conditions.

### Retinal debris solution

Retinas from C57BL/6J female mice were isolated, dissected under a stereo microscope, and placed in ice-cold DMEM medium. Eight retinas were pooled in MACS buffer (PBS, 0.5% BSA, 2mM EDTA, at pH 7.3), and dounce homogenized 15–20 times with a tight pestle. The cell suspension was passed through a 100 μm filter (Cat#130-098-463, Miltenyi Biotech, Germany). To discard microglia and other myeloid cells from retinal debris, the cell suspension was incubated (15 min, 4 °C) with anti-mouse CD11b^+^ magnetic beads (1:40; Cat#130-049-601, Miltenyi Biotech), and then passed through pre-wet LS MACS columns (Cat#130-042-401, Miltenyi Biotech) attached to a QuadroMACS™ Separator (Cat#130-091-051, Miltenyi Biotech). The flow through with additional 0.5 ml of MACS buffer was collected, and three frozen/thaw cycles were performed to rupture cellular membranes. To label retinal debris with pHrodo™Red, the solution was spun down (20,000× g, 5 min, 4 °C), and the pellet re-suspended in 0.1 M sodium carbonate (Na_2_CO_3_) containing pHrodo™Red succinimidyl ester (ThermoFisher Scientific), and incubated (1.5 h, 37 °C, 1,000 rpm) protected from light. Finally, the solution was spun down (20,000× g, 5 min, 4 °C), and the pellet was washed three times by adding 1.5 ml DPBS and spinning down (20,000× g, 5 min, 4 °C). Final retinal debris solution obtained was 400 µl, aliquoted and stored at -70 °C until further use. All procedures were performed under sterile conditions.

### BV-2 cell culture

Murine BV-2 cells were grown at 37 °C, 5% CO_2_ until 80% of confluence in complete culture medium, i.e., high glucose Dulbecco’s Modified Eagle Medium (DMEM), containing 10% fetal bovine serum (FBS) and 1% Penicillin/Streptomycin (Pen/Strep). Cells detached from culture vessels with StemPro Accutase^®^, rinsed (400× g, 10 min, 4 °C) and re-suspended in cultivation medium. Cells were seeded according to the assay, or cultivated for further use. All products were purchased from Gibco™, ThermoFisher Scientific.

### Primary neonatal microglia

Primary microglia culture was obtained from 7 to 10 C57BL/6J pups (P1 to P3) males and females brain tissue per preparation. Briefly, cerebellum and olfactory bulb were discarded, and tissue from each sex group pooled, rinsed abundantly with HBSS (Cat#14175-053, Gibco™, ThermoFisher Scientific), digested for 2 min at RT with 6.67 mg/ml trypsin (Cat# L2103-20, Biochrom AG, Germany) and 0.34 mg/ml DNase I in HBSS (Cat# #LS002139, Worthington Biochemical, USA). The digestion stopped by addition of 5 ml complete medium (DMEM, 10% FBS, 1% Pen/Strep), and the tissue was mechanically disrupted using a glass Pasteur pipette in the presence of 2.5 mg/ml DNase I in HBSS. Next, 10 ml of complete medium were added, samples spun down (128× g, 10 min, 4 °C), the pellet re-suspended in complete medium, and cells spread in 4–5 pre-coated T75 culture flasks. Flasks were previously pre-coated for 30 min using 0.1 mg/ml poly-l-lysin hydrobromide (PLL, Cat#P1274, Sigma-Aldrich, Germany) solution in distilled water, and then abundantly rinsed with DPBS before receiving the cell suspension. The suspension was cultivated initially for 2 days in complete medium, had the medium exchanged, and was grown for a further 7 days. To induce microglia proliferation and differentiation, the medium was exchanged with a complete medium supplemented with L929 conditioned-medium (1:3 in volume) on day 9. On day 11, microglial cells were enriched on the surface of the culture, and were shaken off using an orbital shaker (150 rpm, 30 min, 37 °C). Cells were pooled from all flasks, spun down (129× g, 10 min, 4 °C), and cell number determined using Trypan blue.

### Phagocytosis assay – Incucyte^®^ Live-Cell analysis system

For hiMGLs, cells were seeded at 5 × 10^4^ cells/well (96 well/plate) in the previously referred maturation medium. After a resting period of 8 h at 37 °C, 5% CO_2_, cells were treated with SCFA solution, and after 4 h the pHrodo-labeled Müller cells debris were added at 1:80 dilution per experimental condition. The assay was further incubated and monitored for 12 h inside an incubator (37 °C, 5% CO_2_) equipped with the Incucyte^®^ SX5 Live-Cell Analysis System (Sartorius BioAnalytical Instruments Inc., Germany).

For BV-2 cells and primary microglia, cells were seeded in DMEM 1% Pen/Strep medium at 5 × 10^4^ and 2 × 10^4^ cells/well (96 well/plate), respectively, in quintuplicates per group (control or SCFA), per condition (pHrodo™ Red E. coli BioParticles™ or retinal debris), and per sex group (primary microglia). After 1 h resting period, cells were treated with SCFA solution, and control groups received only medium. After 4 h of initial incubation (at 37 °C, 5% CO_2_), pHrodo™-labelled retinal debris solution (at 1:80 dilution per experimental condition) or pHrodo™ Red E. coli BioParticles™ (1:500 from 1 mg/ml stock solution, Cat# P35361, ThermoFisher Scientific) were added. The assay was further incubated, and pHrodo™ fluorescence was monitored using Incucyte^®^ every 1 h or 30 min for 16 h. Independent of cell type, four images/well were taken using 20x objective (phase contrast and orange channel, Ex/em = 556/609nm; acquisition time = 400ms). The analysis definition was determined for each channel: for phase contrast channel, Segmentation = AI Confluence; Cleanup adjust size = -3; Filter area min = 100.00 µm^2^. For orange channel, Segmentation = fixed threshold (threshold OCU = 1.3), Edge Split Off; Filter area min = 20.00 µm^2^. The parameters “focus” and “confluence” were used to identify image artefacts and exclude them from the analysis. The readouts were extracted as total pHrodo integrated intensity (OCU x µm^2^/image), and plotted over time (h).

### Phagocytosis assay – Flow cytometry

hiMGLs phagocytic capacity was further analyzed via flow cytometry. Cells were preincubated with SCFA solution for 4 h, then the pHrodo-labeled Müller cells debris was added (1:80 dilution) per experimental condition, and the assay further incubated for 12 h inside an incubator (37 °C, 5% CO_2_). After that, supernatants were discarded, and hiMGLs detached from wells using StemPro Accutase^®^ (10 min, 37 °C), rinsed (400× g, 10 min, 4 °C) and re-suspended in FACS buffer (DPBS, 2mM EDTA,10mM HEPES, 2% FBS). For staining, cells were incubated with Human BD Fc Block™ (clone Fc1, RUO, BD Biosciences, Germany) for 20 min at 4 °C, and further stained (30 min, 4 °C) with fluorochrome-conjugated antibodies: CD45 (eFluor450; clone 2D1; 1:50; Cat#48-9459-41, eBioscience™) and CD11b (PE-Cy7; clone ICRF44; 1:100; Cat#301321, BioLegend). DAPI (1:1000, Cat#32670; Merck) was added as viability dye. Finally, cells were washed (400× g, 5 min, 4 °C) and re-suspended in FACS buffer. Samples were immediately acquired using LSRFortessa (BD Life Sciences, USA), and further analyzed with FlowJo™ (v10, LLC, BD Life Sciences, USA).

### Statistical analysis

Results were statistically analyzed using GraphPad Prism 7 (GraphPad Software Inc., USA), post-test corrections were applied according to software recommendations. All results were given as mean ± SEM, or as mean ± SD, and are representative of at least two independent experiments. For ocular imaging analysis, each lesion was taken as one data point, and treated as repeated measurements (same lesions over different time points). One-way and two-way ANOVA were used in the data, with assumed sphericity and alpha = 0.05 (*p* ≤ 0.05.), and are indicated in the figure legends. For phagocytosis analysis using flow cytometry (FACS), data were analyzed by unpaired *t*-test (two-tailed). Statistically significant values are indicated by asterisks or # in each figure. In addition, we performed a mixed model analysis, mainly to evaluate whether we can treat eyes from the same animal as independent samples.

### Statistical analysis for ocular imaging parameters using a mixed model

We applied mixed model statistics to evaluate:

- Whether both eyes of one mouse can be used as independent samples.
- The impact of sex on the parameters.
- The impact of treatment on the parameters.

Additionally, we adjusted the analysis strategy for FA due to convergence issues.

We implemented a nested random effects model, where “Eye” was nested within “Animal ID,” to assess the independence of measurements from both eyes of the same mouse. The variance component for “Eye” was substantial, indicating that measurements (IR and BAF) from different eyes of the same mouse varied significantly. Since each eye contributed distinct variability, we treated them as independent samples without violating statistical assumptions or inflating type I error rates. For the FA, the initial model failed to converge, but after transformation and scaling, the model did converge, again showing substantial variance at the eye level.

While FA required a different statistical approach, the results still support the conclusion that each eye can be treated as an independent measurement. Thus, the mixed model confirms that both eyes can be considered independent samples rather than requiring a strict within-animal pairing. Sex was included as a fixed effect in the models, and treatment (SCFA) was additionally included as a fixed effect.

The mixed model supports treating both eyes as independent samples, as substantial between-eye variability was detected. Sex significantly influenced IR and FA but not BAF. SCFA treatment significantly affected IR but had no effect on BAF or FA. FA required a different model due to convergence issues, highlighting the need for data transformations and alternative statistical approaches.

## Results

### SCFA modified CNV injury progression in a sex-specific manner

To evaluate the therapeutic effects of SCFAs in nAMD in vivo, a widely accepted laser-induced CNV mouse model was utilized, as its relevance for nAMD studies has been previously shown [23]. Animals were randomly assigned to either the control or treatment group, with SCFA solution continuously administered for three weeks before injury induction (Supplementary material 1 A). This preventive SCFA treatment aimed to mimic SCFA derived from intestinal microbiota upon dietary fiber intake, which has been strongly linked to reduced inflammation and is widely recommended in clinical practice [31]. In preliminary experiments, SCFA was administered under different conditions: one week before laser lesion (continued for two weeks), on the day of the lesion, and one week after it. The preventive setting—starting SCFA administration one week prior—demonstrated the most potent effects in in vivo assays (Supplementary material 1B-C). Based on these findings, we selected the pre-treatment regimen for further investigation, and continued it for 3-, 7-, or 14-days post-laser lesion (dpl). To monitor injury progression, ocular images were collected, followed by lesion-oriented analyses using near-infrared imaging (IR), blue-laser fundus autofluorescence (BAF), and fundus angiography (FA) (Fig. 1).

**Fig. 1:**
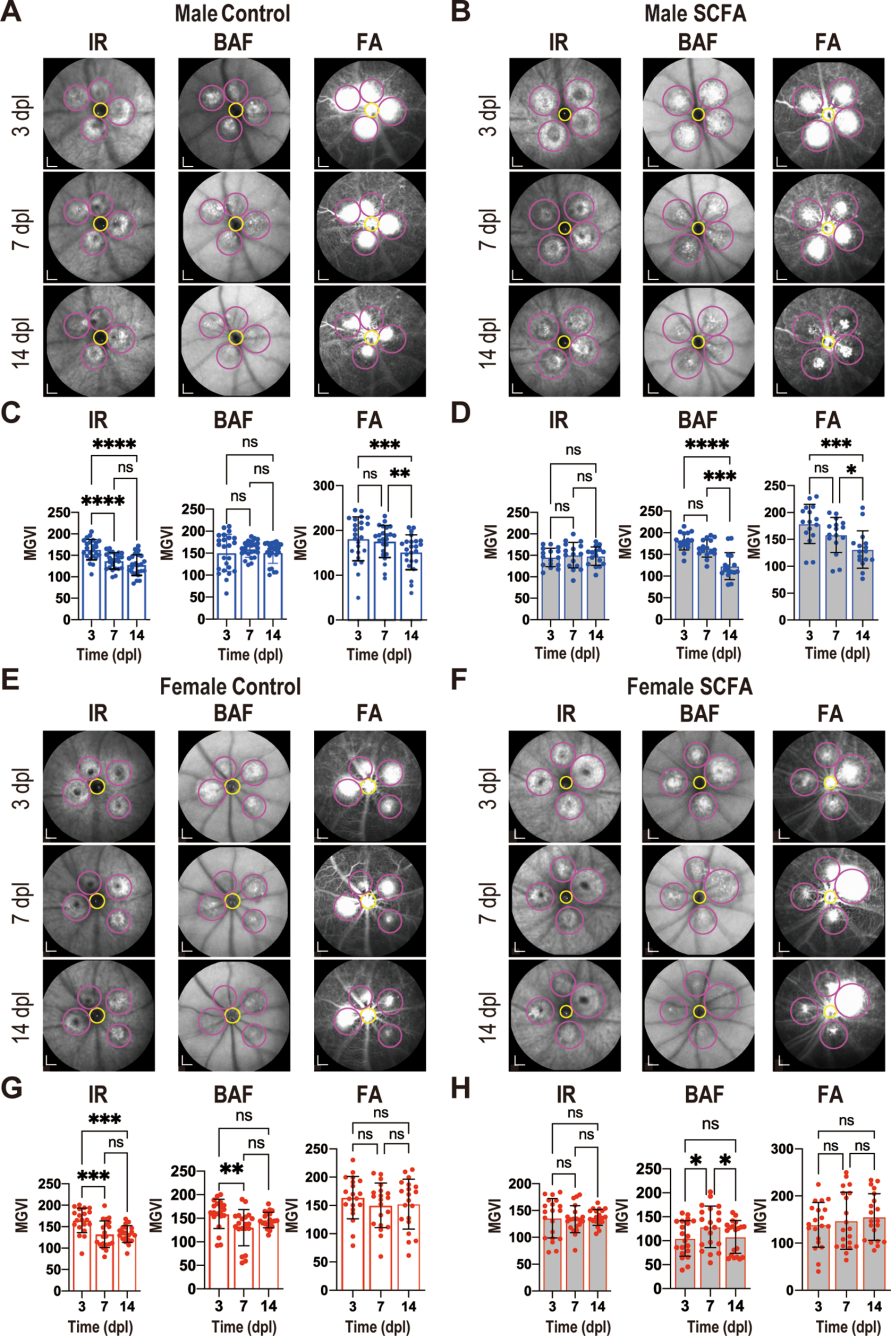
Ocular imaging and lesion-oriented analysis *in vivo.* After CNV laser-induced injuries, anesthetized animals were examined over time by ocular analysis of near-infrared imaging (IR), blue-laser fundus autofluorescence (BAF), and fundus angiography (FA). (**A**,** B**,** E**,** F**) Ocular images were recorded at 3-, 7- and 14-days post-laser (dpl) across groups. Laser lesions were identified at 3dpl images (magenta circles), and used as regions of interest (ROIs) monitored over time. The optic nerve head (ONH) was identified (yellow circle) and used to align images from different days. (**C**,** D**,** G**,** H**) Mean gray values intensity (MGVI) was quantified – from the ROIs using ImageJ. Bar charts show individual lesion-oriented values and mean ± SD, *n* = 16–24 lesions, *p < 0.05, **p < 0.01, ***p < 0.001. ****p < 0.0001 (one-way ANOVA, Tukey’s multiple comparisons test); scale bar = 1 mm

IR imaging revealed characteristic hyper-reflective CNV lesions in the retinal pigmented epithelial (RPE) cells of the choroid, serving as a readout for lesion development. When using the mixed model statistical analysis on all data converged, a significant effect of sex was found (*p* = 0.027), with male mice exhibiting higher IR values, and SCFA treatment had a significant effect (*p* = 0.038), suggesting a treatment-related change in IR. Over time, hyper-reflectiveness decreased in untreated groups (Fig. 1A, C, E, G), whereas CNV lesions remained stable in SCFA-treated males and females over time (Fig. 1B, D, F, H). Notably, SCFA reduced lesion hyper-reflectiveness at 3 dpl in females only, suggesting a smaller CNV (Supplementary material 2 A).

BAF analysis was used to assess inflammatory infiltration in lesion areas. When taking all data together and applying a mixed model analysis, no significant effect of sex and treatment was observed. However, when analyzing males and females separately, in untreated animals, no difference was detected over time in males, whereas in females, infiltration decreased from 3 to 7 dpl (Fig. 1A, C, E, G). Upon SCFA treatment, BAF decreased over time in males, whereas in females BAF slightly increased from 3 to 7dpl and decreased again from 7 to 14dpl (Fig. 1B, D, F, H). Comparing treated and untreated animals for each time point, SCFA decreased BAF at 14dpl in males. In females, the decrease in BAF was evident at 3dpl and 14dpl and was significantly more pronounced than in males (Supplementary material 2B). Overall, SCFA-treated females displayed significantly lower inflammatory infiltration over the whole period than untreated females and untreated and treated males.

Due to model convergence issues, the mixed model applied for IR and BAF failed to converge for FA (assessing retinal vascular leakage), likely due to high variability and non-normality in the FA data distribution. To address this, we log-transformed the FA data and applied a Box-Cox transformation to stabilize variance. A scaled version of the transformed data was used, which improved model convergence. With this modified approach, the model for FA successfully converged, revealing a significant effect of sex (*p* = 0.009) but no significant effect of treatment or time when all data were collectively analyzed. When separating males and females, the FA analysis showed males with reduced vascular leakage up to 14 dpl, regardless of SCFA treatment (Fig. 1). At 3dpl, treated females displayed a lower FA compared to treated and untreated males at the same time point (Supplementary material 2 C).

Additional information on CNV size was depicted with choroidal flat mounts stained with Isolectin-B4, although quantification of CNV volume was not possible due to inconsistencies in the correct CNV area definition (Supplementary material 3).

### Sex-specific effects of SCFA treatment on retinal inflammation in laser-induced CNV mouse model

Previous research has shown that SCFA possess anti-inflammatory properties, for example, inhibiting inflammatory cytokine production by microglia and myeloid cells [32–34]. To further investigate the impact of SCFA treatment on retinal microglia, we isolate retinas from control and SCFA treated animals (males and females) after laser-induced CNV, and prepared retinal flat mounts for immunofluorescence, with Iba1 as microglia/myeloid cell marker (Fig. 2A-B). Strong autofluorescence, signal saturation, and frequent tissue disruption at the lesion core made consistent quantification unreliable. To avoid bias from selectively preserved lesions, we chose peri-lesion regions for reproducibility. Isolectin-B4 staining was used to identify blood vessels and discriminate the retinal layers where microglia mainly reside, i.e., inner plexiform layer (IPL, containing large vessels) and outer plexiform layer (OPL, containing small vessels) (Fig. 2B). Overall, the density of Iba1^+^ cells increased from 3 to 7 dpl, and then decreased in both sexes and retinal layers by 14 dpl (Fig. 2C-D). The density of Iba1^+^ cells at 3 and 7 dpl in the OPL in the untreated group was higher in males than in females (Fig. 2D). The SCFA treatment notably prevented the increase of Iba1^+^ cells density at 7dpl in male but not in female retinas in both layers. SCFA treatment in females led to the rise in Iba1^+^ cell density in the OPL at 3 dpl. This coincides with the reduction in the IR, BAF and FA parameters at 3dpl in females by SCFA (**Fig.****S2****A-C**). Since the effect size of microglia density was dominant in the OPL, we further assessed the morphology of Iba1^+^ cells in the OPL as an additional readout for the microglia state (Fig. 2E). At 7 dpl, SCFA treatment increased the number of cellular branches per cell in males (Fig. 2F) and increased the branch length in females (Fig. 2G) indicating a higher ramification index in both sexes.

**Fig. 2:**
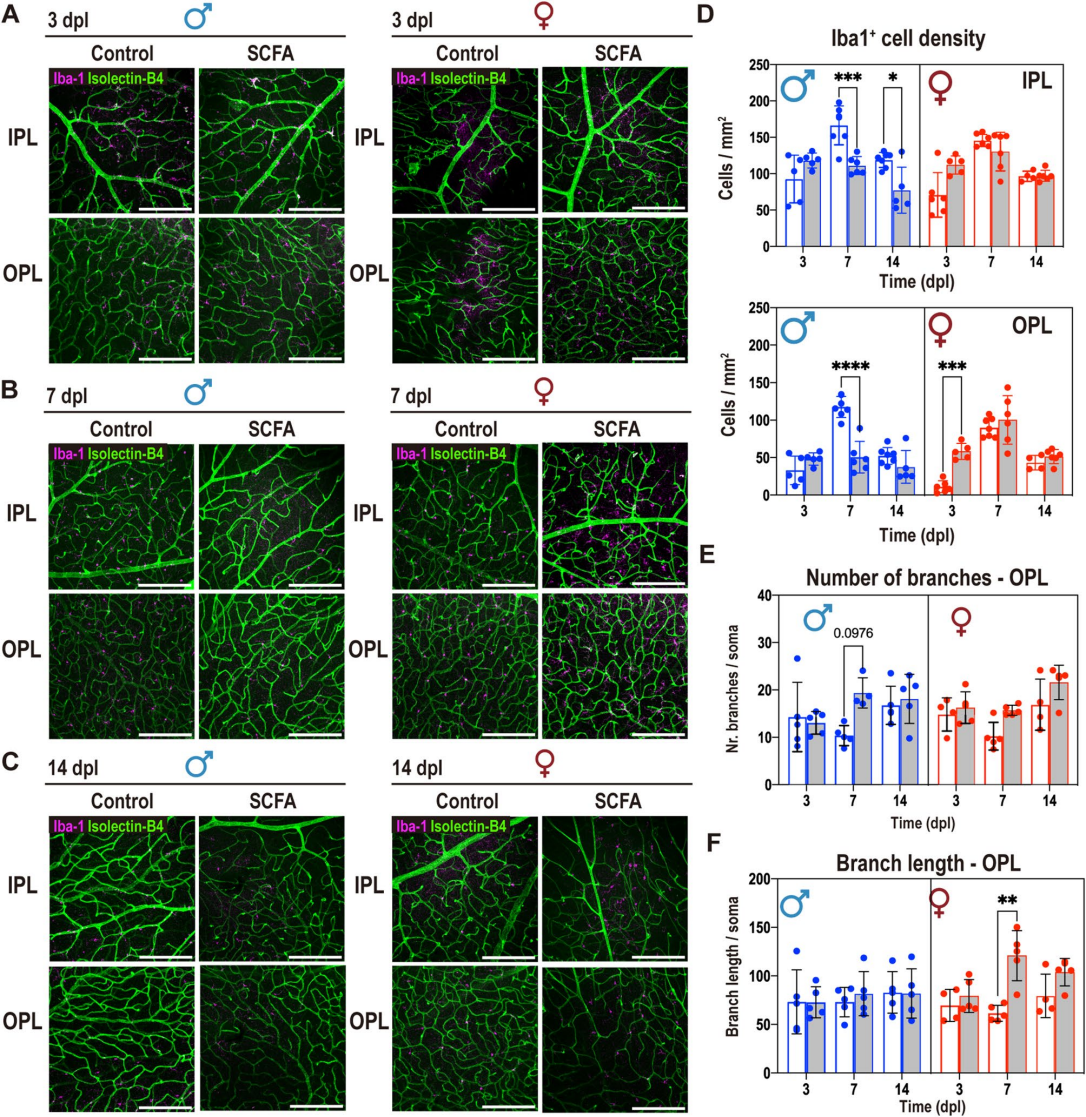
Effects of SCFA treatment on Iba1^+^ cell dynamics. Images were acquired at the middle point between the optic nerve head (ONH) and the end of the flat mount leaf, neighboring but not including the laser-lesion area. Technical limitations—such as tissue overlap and strong signal saturation—prevented reliable lesion-core quantification. Immunofluorescence of retinal flat mount identifying Iba1^+^ cells (purple) in two distinct retinal layers, IPL (upper row) and OPL (lower row), identified by retinal blood vessels (Isolectin B4^+^, green). (**A**) Representative images from 3dpl male and female retina. (**B**) Representative images from 7dpl male and female retina. (**C**) Representative images from 14dpl male and female retina. (**D**) Iba1^+^ cell density in IPL, and in OPL over time 3-14dpl; data show individual values and mean ± SD, *n* = 4–7, *p < 0.05, *** *p* < 0.001, **** *p* < 0.0001 (2-way ANOVA, Tukey’s multiple comparisons test). (**E**) Quantification of number of branches and (**F**) branch length of Iba1^+^ cells in OPL over time 3-14dpl; data show individual average values and mean ± SD, *n* = 5, **p < 0.01 (2-way ANOVA, Tukey’s multiple comparisons test). IPL = inner plexiform layer; OPL = outer plexiform layer

Altogether, SCFA treatment promoted an increase of Iba1^+^ cells at 3dpl in females, prevented the increase of Iba1^+^ microglia density at 7dpl in male retinal layers, and promoted higher ramification in both sexes. The dynamics in microglia density coincided with a protective effect of SCFA in males and females at different time points after the laser lesion.

### Sex-specific transcriptional differences upon laser-induced CNV

To further explore sex-specific differences upon laser-induced CNV at the transcriptome level, we performed bulk RNA sequencing of retina samples at 7 and 14 dpl. 

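The authors counted reads on 54532 genes in 43 retinal libraries and deposited these counts without normalization. Each library came from 2 retinas of different mice of the same sex, treatment and day. The libraries form 12 groups, from males and females, with or without SCFA (67.5 mM acetate, 40 mM propionate and 25 mM butyrate in the drinking water), at 3, 7 and 14 dpl. These doses are the mM values of the methods. The g/L values given beside them put butyrate above propionate, so that the doses of these remain uncertain. Between 14826957 and 21507527 reads were counted per library (median 17683615). Gene names and positions were taken from GENCODE M21 on GRCm38, which holds 54495 of the gene identifiers. Each comparison used the libraries that Supplementary material 4 lists for it. Counts were normalized by edgeR's TMM method and are given as CPM, the counts of a gene scaled to a common library size. Groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and edgeR's adjusted p refers to this test throughout. A DEG had an adjusted p under 0.1 and an absolute log2 fold change over 1, for males over females or SCFA over control. Sets of genes were scored as the mean of log2(CPM + 1) over their members and compared by two-sided exact permutation tests, whose smallest p is 0.333 for 2 libraries against 2 and 0.1 for 2 or 3 against 3.

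The columns of the deposited table run through the groups once for 31 libraries and again for the other 12. In the first run of columns, mitochondrial mRNAs took 4.71% to 14.8% of the counts, and in the second run 2.50% to 4.57%, without overlap. This split was used as a block after the data had been seen, in a single fit of all libraries with group and run of columns as covariates (the column-block fit). At 14 dpl, Supplementary material 4 sets 2 female control libraries of the second run against 3 female SCFA libraries of the first run, so run and treatment cannot be told apart there. At 7 dpl, it sets 1 male SCFA library of the first run and 2 of the second against 3 male controls of the first run. The female libraries of the 7 dpl comparisons and the male libraries at 14 dpl are all of the first run. *Xist* was counted at 97.1 CPM or more in every library labelled female and at 0.288 CPM or less in every male library. *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* on chromosome Y had 0 counts in 21 libraries labelled female and 4.21 to 16.0 CPM in the library labelled female control 7 dpl replicate 2, which Supplementary material 4 leaves out.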

We would like to emphasize that that all transcriptomic conclusions are hypothesis-generating only. Limitations stem from the restrictions in animal numbers (and therefore n numbers for each group) and the lack of additional PCR verifications. We first evaluated sex differences in the lasered control groups (no treatment) during the development of the CNV model. 

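In lasered control retinas at 7 dpl, 2 male and 2 female libraries were compared over 16501 genes. This gave 141 DEGs, of which 79 were higher and 62 lower in males. The libraries of the sexes did not overlap in any of these DEGs, or in 52.6% of all genes tested, where chance gives 33.3%. Among the alternatives that left out no library, the count was lowest when the third library of each sex was added, at 1 DEG, with 549 genes at an unadjusted p under 0.05, and highest without a threshold on the fold change, at 1088. The third female library is the one labelled female control 7 dpl replicate 2, and without it 3 male and 2 female libraries gave 26 DEGs. All of these libraries belong to the first run of columns.

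At 14 dpl, 3 male and 3 female control libraries gave 6 DEGs among 15943 genes, 4 higher and 2 lower in males. At an unadjusted p under 0.05 there were 2470 genes. Deviations from the group means correlated by -0.168 on average between male and female libraries of the same replicate number, and with the replicate number as a block the test gave 6 DEGs. The methods state 2 female controls at 14 dpl and do not say which. With replicates 2 and 3, which Supplementary material 4 lists for SCFA against control, there were 785 DEGs. These 2 libraries belong to the second run of columns, and the male controls and female control replicate 1 to the first. The column-block fit called 80 genes at 14 dpl, with all 6 DEGs among them.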

A total of 53 differentially expressed genes (DEGs) were identified at 7 dpl (Fig. 3A) and 42 DEGs at 14 dpl (Fig. 3B) between sexes, using a fold change > 1 and adjusted p-value (padj) < 0.1. 

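Of the control DEGs at 7 dpl, 8 lay on chromosome X, 6 on chromosome Y, and 46 on other chromosomes were genes without an established name, such as Gm and Rik genes, or small RNAs. This left 81 DEGs. At 14 dpl, 2 DEGs lay on chromosome X and 4 on chromosome Y, which left 0. The genes with the smallest adjusted p at both days were *Xist*, *Ddx3y* and *Eif2s3y*. At 7 dpl, *Xist* (ENSMUSG00000086503, chromosome X, 103460366 to 103483254) had 774 ± 141 CPM in females (SD, n = 2) and at most 3 counts in each male library (edgeR's adjusted p = 2.26e-09). In males at 7 dpl, *Ddx3y* (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629) had 46.4 ± 4.30 CPM and *Eif2s3y* (ENSMUSG00000069049, chromosome Y, 1010543 to 1028847) had 57.6 ± 2.81 CPM (SD, n = 2), and neither had a count in the female libraries compared. Against the floor of 3 counts, *Ddx3y* was at least 229-fold and *Eif2s3y* at least 284-fold higher in males. At 14 dpl, *Ddx3y* was at least 306-fold and *Eif2s3y* at least 276-fold higher (n = 3 males).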

Excluding specific X-linked, Y-linked DEGs, and unidentified sequences, they were reduced to 32 and 27 DEGs, respectively (Fig. 3C). 

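All of the paper's 53 DEGs between control males and females at 7 dpl were among the DEGs of edgeR's test, in the paper's direction. Of its 42 DEGs at 14 dpl, 6 were called by edgeR and 42 by DESeq2 on the same libraries, and 42 had the paper's direction. Adjusted over the paper's list alone, edgeR's test called 42 of them, which shows no stability because the list was drawn from the same data. With all libraries of both sexes at 7 dpl, 1 of the paper's DEGs was called. That fit includes the library labelled female control 7 dpl replicate 2, which holds Y-linked transcripts, and did not call *Ddx3y* or *Eif2s3y* either. Without that library, 26 of the 141 DEGs of edgeR's test were called.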

The entire list of DEGs identified in this study is available (Supplementary material 4) as well as the PCA plots (Supplementary material 5 A-D). Males exhibited a significant upregulation of genes related to neuroinflammation, myelination, and synaptic transmission at early time points, whereas females demonstrated greater mitochondrial stability and epigenetic regulation over time. At 7 days, males showed increased expression of C3, Lcn2, and Dusp4, all associated with immune activation and oxidative stress. 

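*C3* (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136) had 8.30 ± 3.73 CPM in 2 male and 4.03 ± 0.0391 CPM in 2 female control libraries at 7 dpl (SD). Its log2 fold change was 1.04 (standard error 0.31, edgeR's adjusted p = 0.09999). DESeq2 as run here gave it no adjusted p, since its mean normalized count of 107 was under DESeq2's filter at 117, and with RLE normalization it was not a DEG. Supplementary material 4 lists it with an adjusted p of 0.0801. *Lcn2* (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252) had 21.9 ± 2.01 CPM in males and 7.05 ± 2.39 CPM in females (SD, n = 2), a log2 fold change of 1.62 (standard error 0.22, edgeR's adjusted p = 0.0101). For *Dusp4* (ENSMUSG00000031530, chromosome 8, 34807297 to 34819894), the values were 12.3 ± 1.21 and 5.63 ± 1.91 CPM (SD, n = 2), with a log2 fold change of 1.11 (standard error 0.24, edgeR's adjusted p = 0.0499). With 3 libraries per sex, including the library labelled female control 7 dpl replicate 2, the log2 fold changes of *C3*, *Lcn2* and *Dusp4* were between 0.33 and 0.59 and none was a DEG. Without that library, with 3 male and 2 female ones, they were 0.79, 1.33 and 1.04, and none was a DEG either.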

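Genes of myelin and oligodendrocytes were counted in the same control libraries at 7 dpl. *Mbp* (ENSMUSG00000041607, chromosome 18, 82475146 to 82585637) had 329 ± 252 CPM in males and 17.6 ± 3.37 CPM in females (SD, n = 2), a log2 fold change of 4.23 (standard error 0.46, edgeR's adjusted p = 0.00251). *Mobp* (ENSMUSG00000032517, chromosome 9, 120149707 to 120181484) had 94.0 ± 75.3 CPM in males against 0.190 ± 0.173 CPM in females (SD, n = 2), with 1 and 6 counts behind the female values (edgeR's adjusted p = 0.000944). *Bcas1* (ENSMUSG00000013523, chromosome 2, 170346991 to 170427845) had 15.2 ± 11.8 CPM in males (SD, n = 2) and at most 3 counts in each female library, so that it was at least 75.4-fold higher in males (edgeR's adjusted p = 0.00300). *Cldn11* (ENSMUSG00000037625, chromosome 3, 31149920 to 31164324) had 9.95 ± 8.89 and 0.216 ± 0.210 CPM (SD, n = 2), a log2 fold change of 5.37 (standard error 0.81, edgeR's adjusted p = 0.0196). It had no adjusted p with DESeq2 as run here, whose filter on the mean count left it out, and Supplementary material 4 lists it with 0.00446. With 3 male and the same 2 female libraries, none of these 4 genes was a DEG, at log2 fold changes between 3.70 and 8.22. In the column-block fit, *Mobp* (log2 fold change 8.65, edgeR's adjusted p = 0.0545) and *Mbp* (3.63, edgeR's adjusted p = 0.0999) were DEGs. *Bcas1* and *Cldn11* were not (edgeR's adjusted p = 0.183 and 0.107).

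The male libraries differed from each other. *Mbp* had 21.8, 150.4 and 506 CPM in male control replicates 1, 2 and 3, of which replicate 1 is not in the comparison of Supplementary material 4. A set of 20 myelin genes, 17 of them expressed, scored 4.02 ± 0.72 in males and 2.19 ± 0.16 in females (SD, n = 2), a difference of 1.83 (exact permutation test, p = 0.333, the smallest possible). The alternative that lowered this difference most was the use of all 3 libraries of each sex, 1.01 (exact permutation test, p = 0.1, the smallest possible), where 14 of the genes passed the filter on low counts. On these 14 genes, the 2 libraries of each sex differed by 1.45.

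**Figure D1:**
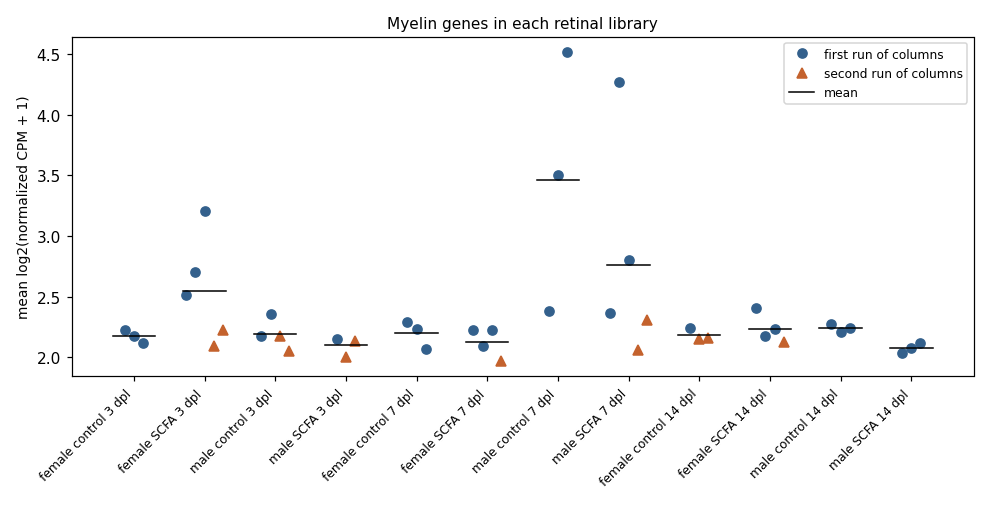
Score of the myelin genes, as mean log2(CPM + 1), in each of the 43 libraries by group, with circles for the first and triangles for the second run of columns and a line at each mean. Male controls at 7 dpl range from 2.38 to 4.52, and male SCFA libraries at 7 dpl from 2.06 to 4.27.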

Additionally, myelin-related genes such as *Mobp, Bcas1, Cldn11,* and *Mbp* were upregulated in males, suggesting a stronger myelination/oligodendrocyte-mediated response. 

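*Ikzf2*, *Esrrg* and *Nbeal1* were lower in male than in female control libraries at 14 dpl, without being DEGs in edgeR's test. *Ikzf2* (ENSMUSG00000025997, chromosome 1, 69531214 to 69687245) had 9.60 ± 1.07 CPM in males and 20.1 ± 4.40 CPM in females (SD, n = 3), a log2 fold change of -1.07 (standard error 0.20, edgeR's adjusted p = 0.154). *Esrrg* (ENSMUSG00000026610, chromosome 1, 187608791 to 188214885) had 41.3 ± 6.11 and 89.7 ± 28.9 CPM (SD, n = 3), a log2 fold change of -1.12 (standard error 0.25, edgeR's adjusted p = 0.163). *Nbeal1* (ENSMUSG00000073664, chromosome 1, 60180599 to 60338328) had 17.0 ± 3.64 and 37.6 ± 4.85 CPM (SD, n = 3), a log2 fold change of -1.14 (standard error 0.19, edgeR's adjusted p = 0.142). DESeq2 on the same libraries called all of them, with adjusted p between 4.10e-05 and 0.00344. The column-block fit gave log2 fold changes between -0.97 and -0.75 for these genes, and their directions did not change. There, edgeR's adjusted p was 0.115 for *Ikzf2*, 0.0891 for *Esrrg* and 0.0467 for *Nbeal1*. The fold changes were short of the threshold of a DEG.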

By 14 days, males exhibited decreased expression of *Ikzf2, Esrrg, Sorbs1* and *Nbeal1*, indicating a less effective response to inflammation in males. The reduced expression of *Xylt1 *and *Alg10b*, genes associated with glycosylation processes, could influence cellular interactions and repair mechanisms, affecting the retina’s ability to recover from injury.

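At 14 dpl, *Xylt1* (ENSMUSG00000030657, chromosome 7, 117380979 to 117673580) had 33.2 ± 4.29 CPM in male and 67.1 ± 18.5 CPM in female controls (SD, n = 3). *Alg10b* (ENSMUSG00000075470, chromosome 15, 90224311 to 90233471) had 59.4 ± 8.75 and 119.2 ± 16.2 CPM (SD, n = 3). Their log2 fold changes were -1.02 and -1.0046 (standard errors 0.22 and 0.16), with edgeR's adjusted p at 0.163 and 0.142. Both were DEGs with DESeq2 (adjusted p = 0.00365 and 3.20e-05). In the column-block fit, the log2 fold changes were -0.55 for *Xylt1* and -0.83 for *Alg10b* (edgeR's adjusted p = 0.179 and 0.0269), both short of the threshold of a DEG.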

**Fig. 3:**
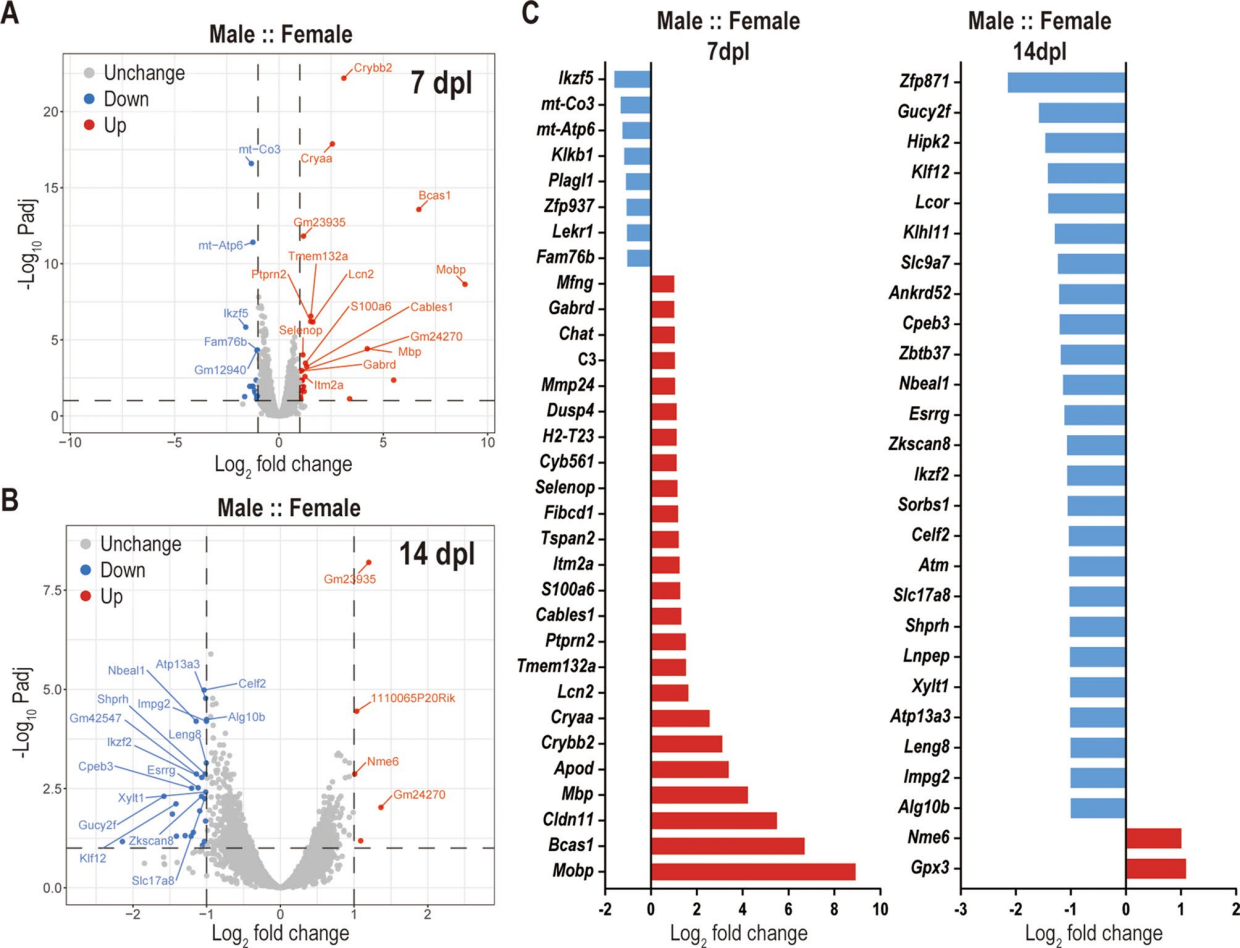
Sex-specific transcriptional differences upon laser-induced CNV. Bulk RNA sequencing analysis from retinas of untreated control groups. (**A**, **B**) Volcano plot of DEGs between male and female control mice, at 7 dpl (**A**) and 14 dpl (**B**) of laser-induced CNV; x-axis shows log2 (|fold change| >1) indicating the expression level differences for each gene between male and female; y-axis shows -Log10 *Padj* (< 0.1) indicating the significance levels for each gene. The top 20 genes based on the ranked padj values were named on the plots; the following X-linked and Y-linked DEGs located on X or Y chromosome are not shown: *Xist*,* Eif2s3y*,* Ddx3y*,* Kdm5d*,* Uty*,* Kdm6a*,* Itm2a and Plp1* at 7 dpl, and *Xist*,* Ddx3y*,* Eif2s3y*,* Kdm5d*,* Uty*,* Kdm6a*,* Xiap*,* Rs1*,* Kdm5c and Eif2s3x* at 14 dpl. (**C**) Bar charts showing DEGs of males over females at 7- and (**D**) 14 dpl; blue bars indicate reduced expression, and red bars increased expression in males compared to females

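*mt-Co3* (ENSMUSG00000064358, the mitochondrial chromosome, 8607 to 9390) had 327 ± 61.8 CPM in female and 130.1 ± 15.3 CPM in male control libraries at 7 dpl (SD, n = 2), a log2 fold change of -1.33 for males over females (standard error 0.14, edgeR's adjusted p = 0.00251). *mt-Atp6* (ENSMUSG00000064357, the mitochondrial chromosome, 7927 to 8607) had 275 ± 75.6 and 116 ± 5.80 CPM (SD, n = 2), a log2 fold change of -1.25 (standard error 0.16, edgeR's adjusted p = 0.00861). The 13 mRNAs of the mitochondrial chromosome scored 9.46 ± 0.25 in males and 10.02 ± 0.23 in females (SD, n = 2), a difference of -0.56 (exact permutation test, p = 0.333, the smallest possible). With 3 libraries per sex, the difference was -0.29 (exact permutation test, p = 0.400), and the log2 fold changes of *mt-Co3* and *mt-Atp6* were -0.63 and -0.64, neither of them a DEG. Without the library labelled female control 7 dpl replicate 2 they were -0.97 and -0.93, again not DEGs.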

Females, on the other hand, exhibited higher expression of mitochondrial function genes such as *mt-Co3* and *mt-Atp6* at 7 days, suggesting a greater reliance on oxidative phosphorylation. 

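*Gucy2f*, *Ankrd52*, *Atp13a3*, *Klf12*, *Zbtb37* and *Slc17a8* had higher mean CPM in female than in male controls at 14 dpl (n = 3 each), with log2 fold changes for males over females between -1.58 and -1.02. None was a DEG in edgeR's test (adjusted p between 0.128 and 0.250), and DESeq2 called all 6 (adjusted p between 8.33e-06 and 0.0625). *Gucy2f* (ENSMUSG00000042282, chromosome X, 142081160 to 142196931) had 179 ± 102 CPM in females and 59.8 ± 13.01 CPM in males (SD, n = 3). *Atp13a3* (ENSMUSG00000022533, chromosome 16, 30312423 to 30405975) had 107 ± 16.4 and 52.9 ± 5.18 CPM (SD, n = 3). Male and female values overlapped for *Gucy2f*, *Ankrd52* and *Zbtb37*, and did not for *Atp13a3*, *Klf12* and *Slc17a8*. In the column-block fit, the log2 fold changes of the 6 genes were between -1.003 and -0.30, with *Ankrd52* at -0.30 and *Slc17a8* at -1.003. There, edgeR's adjusted p was 0.0461 for *Atp13a3*, 0.0815 for *Slc17a8* and 0.0977 for *Klf12*, of which *Slc17a8* was a DEG. For *Gucy2f*, *Ankrd52* and *Zbtb37* it was between 0.523 and 0.621.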

By 14 days, genes associated with oxidative stress protection (*Gucy2f and Ankrd52*), as well as genes associated with cell survival and cell-cell signaling (*Atp13a3*,* Klf12*,* Zbtb37* and *Slc17a8)* were upregulated compared to males, highlighting a more sustained metabolic resilience and better response to injury.

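A set of 20 genes expressed in microglia, among them *Aif1*, *Cx3cr1*, *P2ry12*, *Tmem119* and *Trem2*, scored 3.31 ± 0.30 in male and 2.97 ± 0.032 in female control retinas at 7 dpl (SD, n = 2). The difference was 0.34 (exact permutation test, p = 0.333, the smallest possible). With 3 libraries per sex it was 0.20 (exact permutation test, p = 0.3). The RNA was taken from whole retinas, so these values do not separate expression per microglial cell from the number of such cells.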

Microglia-specific gene expression further demonstrated significant sex differences. Male microglia exhibited enhanced inflammatory activation, considering the comparative higher levels of *C3*, *Lcn2*, and *Dusp4* at 7 days, which are related to a pro-inflammatory microglial phenotype. In addition, *S100a6*, *Selenop*, and *Mmp24* are also genes associated with inflammation, and their expression was higher in males compared to females. 

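At 7 dpl, *S100a6* (ENSMUSG00000001025, chromosome 3, 90612882 to 90624181) had 31.6 ± 14.1 CPM in male and 13.2 ± 1.21 CPM in female controls (SD, n = 2), a log2 fold change of 1.27 (edgeR's adjusted p = 0.0439). *Selenop* (ENSMUSG00000064373, chromosome 15, 3268547 to 3280508) had 25.1 ± 3.56 and 11.3 ± 1.93 CPM (SD, n = 2), a log2 fold change of 1.14 (edgeR's adjusted p = 0.0200). *Mmp24* (ENSMUSG00000027612, chromosome 2, 155775342 to 155818366) had 11.1 ± 1.73 and 5.35 ± 1.13 CPM (SD, n = 2), a log2 fold change of 1.04 (edgeR's adjusted p = 0.0499). With all 3 libraries per sex, the log2 fold changes of these genes were between 0.27 and 0.98, and without the library labelled female control 7 dpl replicate 2 between 0.78 and 1.02. None was a DEG in either fit. From the higher levels of *C3*, *Lcn2* and *Dusp4* in males at 7 dpl, the paper reasons that male microglia were in a more inflammatory state.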

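*Ikzf5* (ENSMUSG00000040167, chromosome 7, 131388652 to 131410521) had 17.6 ± 1.49 CPM in female and 5.83 ± 1.15 CPM in male controls at 7 dpl (SD, n = 2). The log2 fold change for males over females was -1.59 (standard error 0.20, edgeR's adjusted p = 0.00616). With 3 libraries per sex it was -0.98, and *Ikzf5* was not a DEG. The female library added, labelled female control 7 dpl replicate 2, had 6.20 CPM and holds Y-linked transcripts. Without that library, and with the other 5, the log2 fold change was -1.33 and *Ikzf5* was a DEG.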

Females showed higher expression of *Ikzf5* at 7 days and *Ikzf2*, *Esrrg* at 14 days, suggesting a transition towards reparative roles more efficiently over time.

### SCFA treatment induced sex-specific transcriptional alterations in the retina

Next, we addressed the effects of SCFA treatment on laser-induced CNV on the retinal transcriptome. 

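At 7 dpl, SCFA against control gave 252 DEGs in males (89 higher and 163 lower with SCFA, n = 3 each). In females it gave 0 DEGs, with 1861 genes at an unadjusted p under 0.05 (n = 2 each). At 14 dpl there were 350 DEGs in males (229 higher and 121 lower, n = 3 each) and 651 in females (346 higher and 305 lower, 3 SCFA and 2 control libraries). Of these, 78 were shared at 14 dpl, 69 of them in the same direction. Across the 15916 genes tested in both sexes at 7 dpl, which are not independent replicates, the log2 fold changes of males and females correlated by 0.484 (Pearson), and at 14 dpl across 15911 genes by 0.327.

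Whether the response to SCFA differed between the sexes was tested by an interaction term. At 7 dpl it gave 0 DEGs among 17389 genes, with 939 at an unadjusted p under 0.05. At 14 dpl it gave 305 DEGs, 149 with a higher and 156 with a lower response in males. With all libraries of the groups there were 0 interaction DEGs at 14 dpl (1895 genes at an unadjusted p under 0.05), and the column-block fit also gave 0 (1822 genes).

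The DEG counts of the SCFA comparisons moved with the libraries used. In females at 14 dpl, with all 3 control and 4 SCFA libraries, there were 0 DEGs and 425 genes at an unadjusted p under 0.05. In the column-block fit there were 0 DEGs and 529 such genes. Same-numbered libraries correlated by 0.206 in their deviations there, and with the replicate number as a block there were 0 DEGs (1587 genes at an unadjusted p under 0.05). In males at 7 dpl, the column-block fit called 614 genes, 84 of them among the DEGs. With all 5 SCFA libraries and no block, 188 genes were called, 98 of them among the DEGs. In males at 14 dpl, the column-block fit called 195 genes, 167 of them among the DEGs. In females at 7 dpl, the column-block fit called 22 genes. All libraries without a block gave 0 DEGs, with 1109 genes at an unadjusted p under 0.05. Without the library labelled female control 7 dpl replicate 2, they also gave 0 DEGs, with 1170 such genes.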

Analysis of DEGs following SCFA treatment revealed distinct transcriptional responses between males and females at both 7- and 14 dpl, indicating sex-specific regulation of inflammatory pathways, myelination processes, and metabolic function.

#### Males: SCFA effects on gene expression at 7- and 14-days post-lesion

At 7 dpl, SCFA treatment in males led to upregulation of *Pcdhga6*, *Pcdhac2*, and *Pcdhgc4*, which are associated with synaptic organization and neuronal connectivity. 

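In males at 7 dpl, *Pcdhga6* (ENSMUSG00000103793, chromosome 18, 37707039 to 37841873) had 2.65 ± 0.510 CPM with SCFA and 1.18 ± 0.0185 CPM in controls (SD, n = 3), a log2 fold change of 1.15 (standard error 0.28, edgeR's adjusted p = 0.0328). Its mean normalized count of 34.8 was under DESeq2's filter at 36.4, so that DESeq2 as run here gave it no adjusted p. Supplementary material 4 lists it with an adjusted p of 0.0259. *Pcdhac2* (ENSMUSG00000102697, chromosome 18, 37143503 to 37187657) had 4.63 ± 2.37 and 2.02 ± 0.441 CPM (SD, n = 3), a log2 fold change of 1.19 (standard error 0.39, edgeR's adjusted p = 0.0772), with overlapping groups. *Pcdhgc4* (ENSMUSG00000023036, chromosome 18, 37815079 to 37841873) had 6.96 ± 3.13 and 2.98 ± 0.281 CPM (SD, n = 3), a log2 fold change of 1.22 (standard error 0.33, edgeR's adjusted p = 0.0449). These genes overlap with others of their clusters in the annotation, so the counting of shared reads is uncertain. Of the SCFA libraries, replicate 2 belongs to the first run of columns and replicates 4 and 5 to the second. Within the first run, with 3 libraries per group, the log2 fold changes were 0.30, -0.49 and 0.59 for *Pcdhga6*, *Pcdhac2* and *Pcdhgc4*, and none was a DEG. The second run holds no male control at 7 dpl.

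A set of 47 expressed genes of the clustered protocadherins scored 2.45 ± 0.19 with SCFA and 2.23 ± 0.036 in controls (SD, n = 3). The difference was 0.23 (exact permutation test, p = 0.2, smallest possible 0.1). In the first run it was 0.12, and with the column block 0.066 (standard error 0.12).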

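With SCFA in males at 7 dpl, *Cmip* (ENSMUSG00000034390, chromosome 8, 117257064 to 117459430) had 20.8 ± 8.54 CPM with SCFA and 7.85 ± 0.698 CPM in controls (SD, n = 3), a log2 fold change of 1.40 (standard error 0.28, edgeR's adjusted p = 0.0198). *Nrarp* (ENSMUSG00000078202, chromosome 2, 25180758 to 25183339) had 2.27 ± 0.835 and 0.738 ± 0.145 CPM (SD, n = 3), a log2 fold change of 1.60 (standard error 0.38, edgeR's adjusted p = 0.0296), and was left out by DESeq2's filter on the mean count. Neither gene's groups overlapped. Within the first run of columns, the log2 fold change of *Cmip* was 0.96 (edgeR's adjusted p = 0.0194) and that of *Nrarp* was 1.32 (edgeR's adjusted p = 0.0551). Of the 6 fits that each left out one library, *Cmip* was a DEG in 6 and *Nrarp* in 3.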

Additionally, SCFAs increased expression of *Cmip* and *Nrarp*, suggesting enhanced neuroprotection and axonal remodeling. Conversely, mitochondrial genes such as *mt-Tl1*, *mt-Tw*, and *Cox8b* were downregulated, indicating potential metabolic shifts. 

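Among mitochondrial genes in males at 7 dpl, *mt-Tl1* (ENSMUSG00000064340, the mitochondrial chromosome, 2676 to 2750), a mitochondrial tRNA gene, had 10.0 ± 2.14 CPM with SCFA and 31.8 ± 2.59 CPM in controls (SD, n = 3), a log2 fold change of -1.66 (standard error 0.16, edgeR's adjusted p = 0.00201). *mt-Tw* (ENSMUSG00000064346, the mitochondrial chromosome, 4950 to 5016), another, had 2.50 ± 1.16 and 7.67 ± 1.67 CPM (SD, n = 3), a log2 fold change of -1.61 (standard error 0.31, edgeR's adjusted p = 0.0181). *Cox8b* (ENSMUSG00000025488, chromosome 7, 140898945 to 140900446), a nuclear gene, had 2.77 ± 0.947 and 7.15 ± 2.20 CPM (SD, n = 3), a log2 fold change of -1.36 (standard error 0.30, edgeR's adjusted p = 0.0251). In the first run of columns alone, the log2 fold changes were -0.65 for *mt-Tl1*, -0.065 for *mt-Tw* and 0.042 for *Cox8b*. None of these was a DEG there.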

Notably, SCFA treatment also affected microglia-specific genes in males, including the downregulation of *Clec7a*, *Trem2*, and *Lyz2*, which are involved in microglial activation and immune signaling. This suggests that SCFAs may suppress excessive microglial activation, thereby modulating neuroinflammatory responses (Fig. 4A-B).

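Among genes expressed in microglia in males at 7 dpl, *Clec7a* (ENSMUSG00000079293, chromosome 6, 129461591 to 129472779) had 1.01 ± 0.445 CPM with SCFA and 2.21 ± 0.725 CPM in controls (SD, n = 3), a log2 fold change of -1.12 (standard error 0.39, edgeR's adjusted p = 0.0927). DESeq2's filter on the mean count left it out as run here, and Supplementary material 4 lists it with an adjusted p of 0.0853. *Trem2* (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) had 3.76 ± 1.19 and 8.19 ± 3.36 CPM (SD, n = 3), a log2 fold change of -1.12 (standard error 0.31, edgeR's adjusted p = 0.0481). *Lyz2* (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321) had 7.86 ± 4.32 and 17.6 ± 4.37 CPM (SD, n = 3), a log2 fold change of -1.15 (standard error 0.32, edgeR's adjusted p = 0.0464), and its groups overlapped. *Lyz2* has a paralog, *Lyz1*, so that the division of reads between them is uncertain. Within the first run of columns, with 3 libraries per group, the log2 fold changes were 0.20, -0.74 and -0.64 for *Clec7a*, *Trem2* and *Lyz2*, none of them a DEG. In the column-block fit they were -0.054, -0.79 and -0.76 (edgeR's adjusted p = 0.958, 0.0563 and 0.191), again not DEGs. *Trem2* was lower in every SCFA library of either run than in every control, so that its decrease does not rest on the second run alone. Male SCFA replicate 3, which is not in the comparison of Supplementary material 4, had the most *Clec7a* of the SCFA libraries.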

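The microglial genes scored 2.79 ± 0.35 in SCFA-treated and 3.28 ± 0.22 in control males at 7 dpl (SD, n = 3), a difference of -0.50 (exact permutation test, p = 0.2, smallest possible 0.1). With all 5 SCFA libraries it was -0.36 (exact permutation test, p = 0.196), and within the first run of columns it was -0.17. In females at 7 dpl, the score was 2.58 ± 0.086 with SCFA and 2.92 ± 0.026 in controls (SD, n = 2), a difference of -0.34 (exact permutation test, p = 0.333, the smallest possible). With all 4 SCFA and 3 control libraries of females, including the library labelled female control 7 dpl replicate 2, it was -0.31 (exact permutation test, p = 0.143). The genes with the smallest adjusted p in males at 7 dpl included *Nr4a1* (ENSMUSG00000023034, chromosome 15, 101254269 to 101274795), with a log2 fold change of -1.46 (edgeR's adjusted p = 0.000770), and *Gm1821* (ENSMUSG00000044285, chromosome 14, 46084028 to 46085000), with -1.21 (edgeR's adjusted p = 0.000770). Both were DEGs within the first run of columns as well. From the lower expression of *Clec7a*, *Trem2* and *Lyz2*, the paper proposes that SCFAs may restrain microglial activation in males.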

**Fig. 4:**
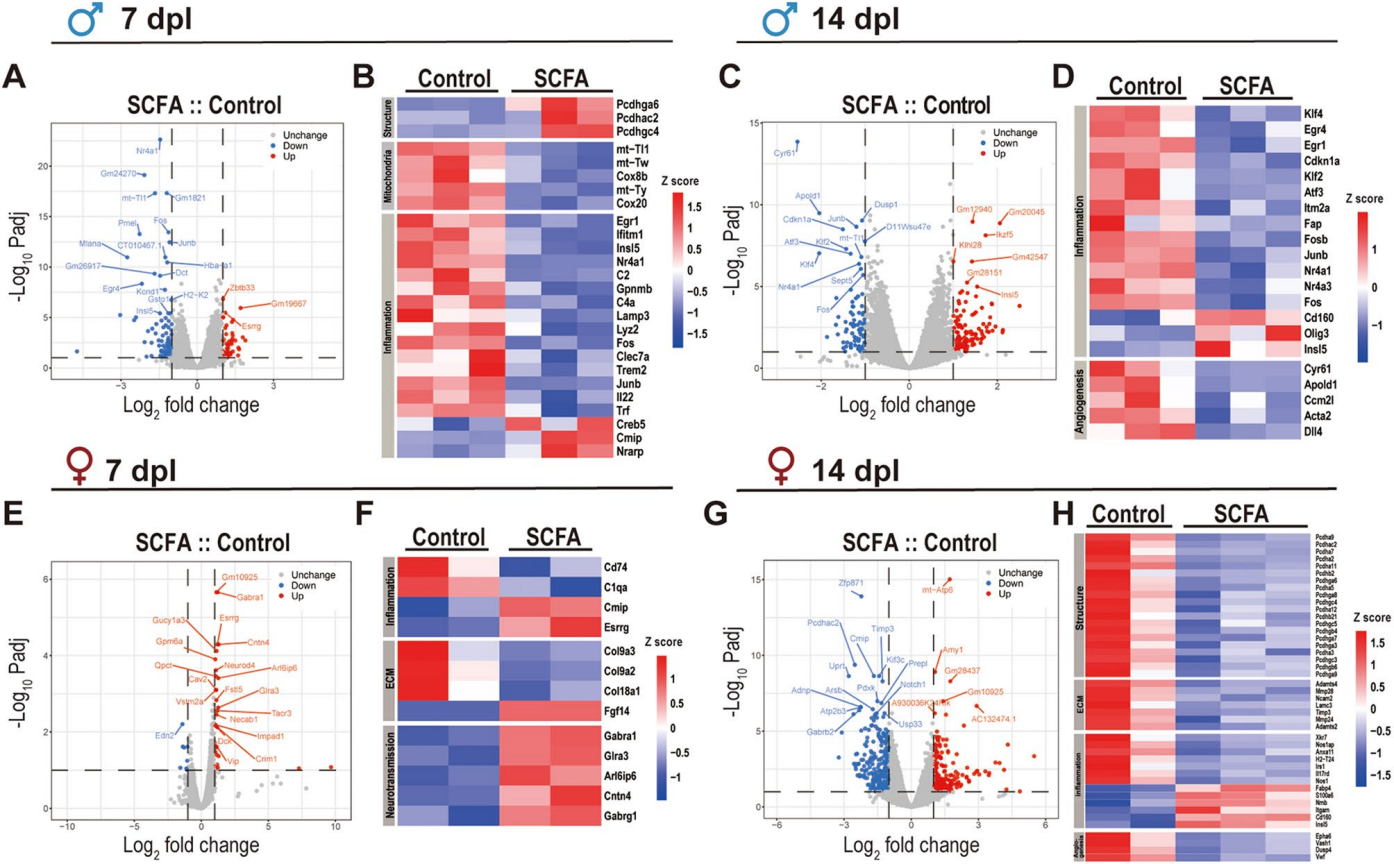
Analysis of genes related to microglial cell activation after SCFA treatment. Bulk RNA sequencing analysis from retinas isolated from animals of the control and SCFA groups at 7 dpl (A, B, E, F) and 14 dpl (C, D, G, H). (A, C, E, G) Volcano plots indicating the distribution of the DEGs and the top 20 genes based on *padj* values were marked. The blue dots indicate downregulated genes by SCFA, the red dots indicate the upregulated genes; the grey spots indicated not differently expressed genes. (B, D, F, H) Heatmaps of selected DEGs visualized according to their expression level (z-score), and clustered according their involvement in the biological process indicated on the left side in grey color

By 14 days, SCFA treatment downregulated key transcription factors including *Klf4*, *Egr4*, and *Egr1*, suggesting suppression of early inflammatory responses. 

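In males at 14 dpl, *Klf4* (ENSMUSG00000003032, chromosome 4, 55527143 to 55532466) had 2.63 ± 1.43 CPM with SCFA and 10.8 ± 2.43 CPM in controls (SD, n = 3), a log2 fold change of -2.03 (standard error 0.32, edgeR's adjusted p = 0.00670). *Egr4* (ENSMUSG00000071341, chromosome 6, 85511121 to 85513589) had 1.67 ± 1.34 and 5.29 ± 1.52 CPM (SD, n = 3), a log2 fold change of -1.64 (standard error 0.43, edgeR's adjusted p = 0.0257). *Egr1* (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) had 34.9 ± 20.0 and 107 ± 6.92 CPM (SD, n = 3), a log2 fold change of -1.61 (standard error 0.29, edgeR's adjusted p = 0.00851). The groups did not overlap in any of these genes. All of these libraries are of the first run of columns. With each library left out in turn, *Klf4* and *Egr1* were DEGs in all 6 fits and *Egr4* in 5. *Dusp1* (ENSMUSG00000024190, chromosome 17, 26505590 to 26562128), *Ccn1* (ENSMUSG00000028195, chromosome 3, 145646976 to 145649981) and *D11Wsu47e* (ENSMUSG00000041623, chromosome 11, 113684412 to 113694647) were among the genes with the smallest adjusted p, with log2 fold changes of -1.07, -2.52 and -1.0003 (edgeR's adjusted p = 0.00472 for each). Of the 6 fits that each left out one library, *Dusp1* was a DEG in 4, *Ccn1* in 6 and *D11Wsu47e* in 2. DESeq2's log2 fold change for *D11Wsu47e* was -0.997, short of the threshold of a DEG.

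A set of 21 immediate early genes, 20 of them expressed, scored 3.42 ± 0.23 with SCFA and 4.43 ± 0.13 in controls (SD, n = 3), a difference of -1.01 (exact permutation test, p = 0.1, the smallest possible). In males at 7 dpl the difference was -0.70 (exact permutation test, p = 0.1, the smallest possible), and within the first run of columns -0.68.

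**Figure D2:**
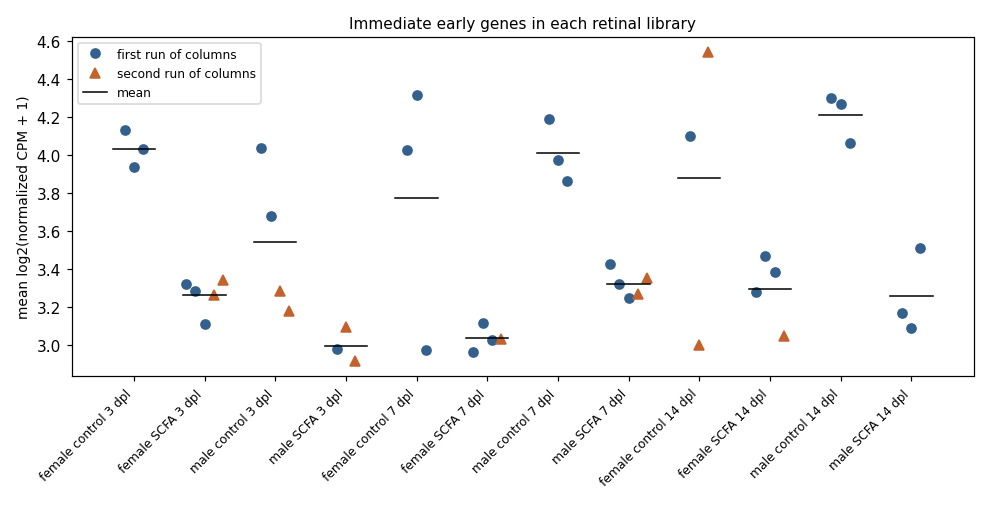
Score of the immediate early genes, as mean log2(CPM + 1), in each of the 43 libraries by group, with circles for the first and triangles for the second run of columns and a line at each mean. At 14 dpl, male controls lie between 4.07 and 4.30 and SCFA-treated males between 3.09 and 3.51. Their means in the figure, 4.21 and 3.26, are lower than the 4.43 and 3.42 of the text, which scored that comparison alone.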

Notably, *Cdkn1a* (a regulator of cell cycle arrest) was also reduced, potentially promoting regenerative capacity. 

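*Cdkn1a* (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) had 5.50 ± 1.21 CPM in SCFA-treated and 15.5 ± 2.20 CPM in control males at 14 dpl (SD, n = 3). The log2 fold change was -1.50 (standard error 0.19, edgeR's adjusted p = 0.00472). It stayed between -1.68 and -1.35 with each library left out in turn.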

Increased expression of *Olig3* and *Insl5* suggests SCFAs may enhance neurogenesis and metabolic regulation at later time points (Fig. 4C-D).

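*Olig3* (ENSMUSG00000045591, chromosome 10, 19356533 to 19358604) had 2.77 ± 1.19 CPM with SCFA and 1.04 ± 0.448 CPM in controls (SD, n = 3), a log2 fold change of 1.41 (standard error 0.40, edgeR's adjusted p = 0.0356). *Insl5* (ENSMUSG00000066090, chromosome 4, 103017872 to 103026842) had 13.02 ± 5.55 and 4.45 ± 1.14 CPM (SD, n = 3), a log2 fold change of 1.54 (standard error 0.28, edgeR's adjusted p = 0.00958). *Olig3* was a DEG in 4 and *Insl5* in 6 of the 6 fits that each left out one library.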

GO analysis supported these results by revealing an effect of SCFA on neuronal survival and multiple metabolic processes (Supplementary material 5 E, F; Supplementary material 6).

#### Females: SCFA effects on gene expression at 7- and 14-days post-lesion

In females at 7 days, SCFA downregulated *Cd74*, *C1qa*, and *Col9a3*, genes associated with complement system activation and extracellular matrix remodeling. In addition, *Cmip*, *Esrrg*, and *Epha3* were upregulated, indicating enhanced neuroprotective and mitochondrial activity (Fig. 4E-F).

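In females at 7 dpl, *Cd74* (ENSMUSG00000024610, chromosome 18, 60803848 to 60812652) had 3.20 ± 2.20 CPM with SCFA and 9.45 ± 3.70 CPM in controls (SD, n = 2), a log2 fold change of -1.58 (standard error 0.46, edgeR's adjusted p = 0.330). For *C1qa* (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803), CPM was 6.84 ± 2.43 with SCFA and 14.4 ± 1.65 in controls (SD, n = 2), with a log2 fold change of -1.08 (standard error 0.29, edgeR's adjusted p = 0.291). *Col9a3* (ENSMUSG00000027570, chromosome 2, 180597790 to 180622189) had 9.55 ± 1.04 and 20.7 ± 10.5 CPM (SD, n = 2), a log2 fold change of -1.12 (standard error 0.33, edgeR's adjusted p = 0.330). None was a DEG in edgeR's test, and DESeq2 on the same libraries called all 3 (adjusted p between 0.0719 and 0.0806). With all 4 SCFA and 3 control libraries, the log2 fold changes of the 3 genes were between -0.92 and -0.58. These controls include the library labelled female control 7 dpl replicate 2, which holds Y-linked transcripts.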

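At 7 dpl, *Esrrg* had 93.4 ± 13.6 CPM in SCFA-treated and 40.9 ± 3.44 CPM in control females (SD, n = 2), a log2 fold change of 1.19 (standard error 0.19, edgeR's adjusted p = 0.250). *Epha3* (ENSMUSG00000052504, chromosome 16, 63543534 to 63864175) had 8.51 ± 1.02 and 3.66 ± 0.2996 CPM (SD, n = 2), a log2 fold change of 1.22 (standard error 0.29, edgeR's adjusted p = 0.273). For *Cmip*, the values were 15.4 ± 0.513 and 7.70 ± 2.12 CPM (SD, n = 2), a log2 fold change of 1.01 (standard error 0.26, edgeR's adjusted p = 0.273). These genes were DEGs with DESeq2 (adjusted p between 9.11e-05 and 0.0776) and not in edgeR's test. With all female libraries of 7 dpl, including the library labelled female control 7 dpl replicate 2, their log2 fold changes were between 0.86 and 0.94.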

By 14 dpl, SCFA had a striking impact on genes from protocadherin (Pcdh) complexes/clusters, indicating a modulation of chromatin accessibility across an entire genomic region associated with retinal structural development and myelinization (Fig. 4G-H). 

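In females at 14 dpl, 22 of the DEGs were clustered protocadherin genes. *Pcdhac2* had 2.38 ± 0.558 CPM in 3 SCFA and 13.7 ± 6.38 CPM in 2 control libraries (SD), a log2 fold change of -2.51 (standard error 0.32, edgeR's adjusted p = 0.0525). A set of 53 expressed protocadherin genes scored 2.16 ± 0.13 with SCFA (SD, n = 3) and 2.75 ± 0.28 in controls (SD, n = 2), a difference of -0.59 (exact permutation test, p = 0.1, the smallest possible). The SCFA libraries compared were all of the first and the control libraries all of the second run of columns. With all libraries, 4 with SCFA and 3 controls, the difference was -0.26 (exact permutation test, p = 0.371). It was 0.20 within the first run (3 SCFA and 1 control) and -0.35 within the second (1 SCFA and 2 controls), which have opposite signs. With the column block it was -0.14 (standard error 0.13). In the other groups with libraries of both runs, 40 of 52 of these genes were higher in the second run. Genes of a cluster overlap in the annotation, so the division of reads among them is uncertain.

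**Figure D3:**
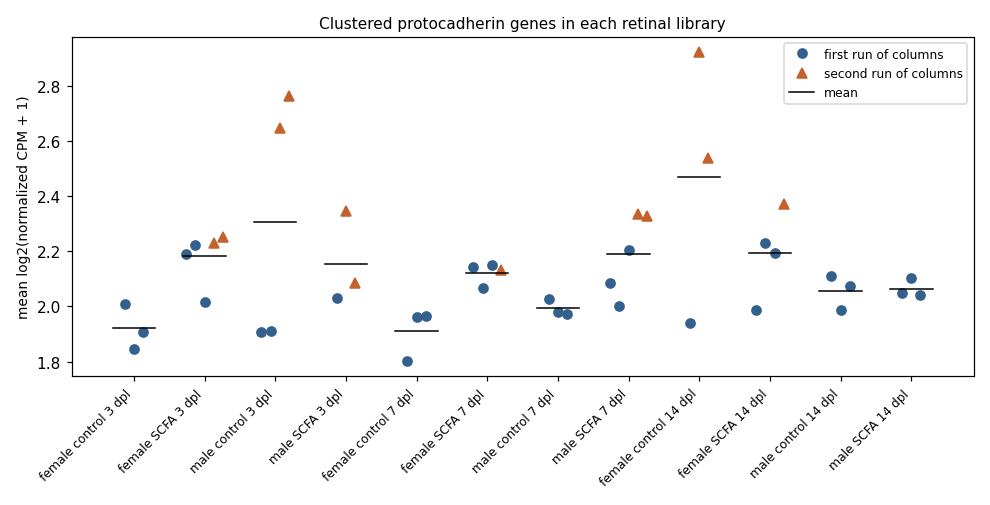
Score of the clustered protocadherin genes, as mean log2(CPM + 1), in each of the 43 libraries by group, with circles for the first and triangles for the second run of columns and a line at each mean. Female controls at 14 dpl are at 1.94 in the first and at 2.54 and 2.92 in the second run.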

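In females at 14 dpl, the genes *Adamts4*, *Mmp28*, *Ncam2* and *Lamc3* had log2 fold changes between -2.08 and -1.35 with SCFA, and *Epha6*, *Vash1*, *Dusp4* and *Vwf* between -1.98 and -1.08 (3 SCFA and 2 control libraries). *Nos1ap*, *Anxa11* and *H2-T24* were lower with SCFA, with log2 fold changes between -1.71 and -1.43, and *Cd160* was higher, with 1.59. All 12 were DEGs, with edgeR's adjusted p between 0.0536 and 0.0799, and the groups overlapped in none of them. *Ncam2* (ENSMUSG00000022762, chromosome 16, 81200697 to 81626828) had 8.86 ± 1.63 CPM with SCFA (SD, n = 3) and 23.3 ± 7.48 CPM in controls (SD, n = 2). *Vash1* (ENSMUSG00000021256, chromosome 12, 86678700 to 86692091) had 5.96 ± 2.02 and 20.5 ± 9.10 CPM, and *Nos1ap* (ENSMUSG00000038473, chromosome 1, 170302668 to 170589861) had 1.94 ± 0.686 and 6.37 ± 2.03 CPM. *H2-T24* belongs to a family of similar genes, so that its reads are of uncertain origin. Treatment and run of columns coincide in these libraries. With all libraries of both groups, the log2 fold changes of the 11 genes lower with SCFA were between -1.22 and -0.48, and that of *Cd160* was 0.60. In the column-block fit they were between -0.84 and -0.11, and 0.42 for *Cd160*. None of the 12 was a DEG in either fit.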

Most genes linked to ECM remodeling (*Adamts4*, *Mmp28*, *Ncam2* and *Lamc3*), and angiogenesis (*Epha6*, *Vash1*, *Dusp4* and *VwF*) were downregulated in female-SCFA group, while genes related to inflammatory response (*Nos1ap*, *Anxa11*, *H2-T24*, and *CD160*) showed a mix of increased and decreased expression (Fig. 4H).

GO analysis supported these results by revealing an effect of SCFA in extracellular matrix organization, synapse organization, and neurotransmitter secretion and transport (Supplementary material 5 G, H; Supplementary material 6).

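The genes that Supplementary material 6 lists under these terms were looked up in the female comparisons. All of them are among the paper's own DEGs, called on the same libraries, so that their directions and calls in these libraries show no stability. At 14 dpl, 7 of 8 genes under extracellular matrix organization were lower with SCFA, as were 12 of 13 under synapse organization, 11 of 12 under neurotransmitter transport and 10 of 11 under neurotransmitter secretion. In edgeR's test, 8, 13, 11 and 10 of them were DEGs, and in the column-block fit 0 were. The median absolute log2 fold changes were 1.44, 1.45, 1.28 and 1.33 in the same order, and in the column-block fit the medians in the direction of edgeR's test were 0.37, 0.53, 0.29 and 0.32. The direction was the same there for 8 of 8, 12 of 13, 10 of 12 and 9 of 11 genes. The paper's adjusted p of these terms at 14 dpl is 0.550 for extracellular matrix organization, 0.440 for synapse organization, 0.102 for neurotransmitter transport and 0.0482 for neurotransmitter secretion. At 7 dpl, 4 of 5 listed genes of extracellular matrix organization were lower and 6 of 7 of synapse organization higher with SCFA. Of these genes, 0 were DEGs in edgeR's test, with an adjusted p of 0.250 or more, and all were DEGs with DESeq2. The paper's adjusted p at 7 dpl is 0.0111 for extracellular matrix organization and 0.00313 for synapse organization.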

These findings highlight that SCFA treatment exerts differential effects on males and females, targeting inflammation resolution, mitochondrial support, and neuronal repair processes in a sex-dependent manner.

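Of the paper's DEGs with SCFA in males, 134 of 145 at 7 dpl and 206 of 210 at 14 dpl were DEGs in edgeR's test. In females, 0 of 45 at 7 dpl and 480 of 514 at 14 dpl were. Of the 514 at 14 dpl, 0 were called with all female libraries of that day, and 498 kept their direction. In the column-block fit, 0 were called and 400 kept their direction. The paper lists 3 genes for both sexes at 7 dpl and 50 at 14 dpl, of which 49 have the same direction. The paper states that the effects of SCFA on inflammation, mitochondria and neuronal repair depend on sex, and that its conclusions from the transcriptome only generate hypotheses.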

### SCFA impact human and murine microglial phagocytosis in vitro

Given that SCFA treatment not only modulated microglial density and morphology but also downregulated microglia-expressed genes in the retina, we aimed to assess its direct effects on microglia function. For that, we transitioned from in vivo to in vitro approach. As microglia serve as the primary phagocytes in the central nervous system, we next conducted phagocytosis assays using two distinct in vitro microglial models. First, we employed human induced-microglia-like cells (hiMGLs) derived from a differentiation protocol of human pluripotent stem cells (hiPSCs) [28]. To mimic retinal pathology in the assay, we generated cellular debris from a human Müller cell line and labeled it with pHrodo™. Fully mature hiMGLs were pre-incubated with the SCFA solution and subsequently exposed to the labeled debris. Phagocytic capacity was assessed as an end-point read by flow cytometry (Fig. 5A-D, Supplementary material 7 A). In addition, we monitored real-time phagocytosis using the Incucyte^®^ platform (Fig. 5E). Our data showed that SCFA treatment reduced phagocytic capacity of microglia over time. Furthermore, we used the BV-2 microglial cell line and primary microglia cultures as murine corresponding assays, with two phagocytic baits: retinal debris and pHrodo™ Red E. coli BioParticles™, both labeled with pHrodo™. Cells were pre-incubated with SCFA solution, and real-time phagocytosis was assessed with the IncucyteⓇ platform (Fig. 5F-H, Supplementary material 7B-D). SCFA treatment reduced BV-2 phagocytosis of both baits, with a pronounced effect on retinal debris engulfment (Fig. 5F). Likewise, SCFA reduced retinal debris phagocytosis in primary female microglia, but not in male cells (Fig. 5G). In contrast, SCFA had no significant effect in phagocytosis of E. coli BioParticles™(Fig. 5H). Of note, in both bait settings female microglia showed increased phagocytosis compared to males, a previously described characteristic of female macrophages and neutrophils [35]. Altogether, our results indicate that human and mouse microglia showed reduced phagocytosis upon SCFA treatment, which strengthens the evidence that SCFA influences microglia in the context of retinal pathology.

**Fig. 5:**
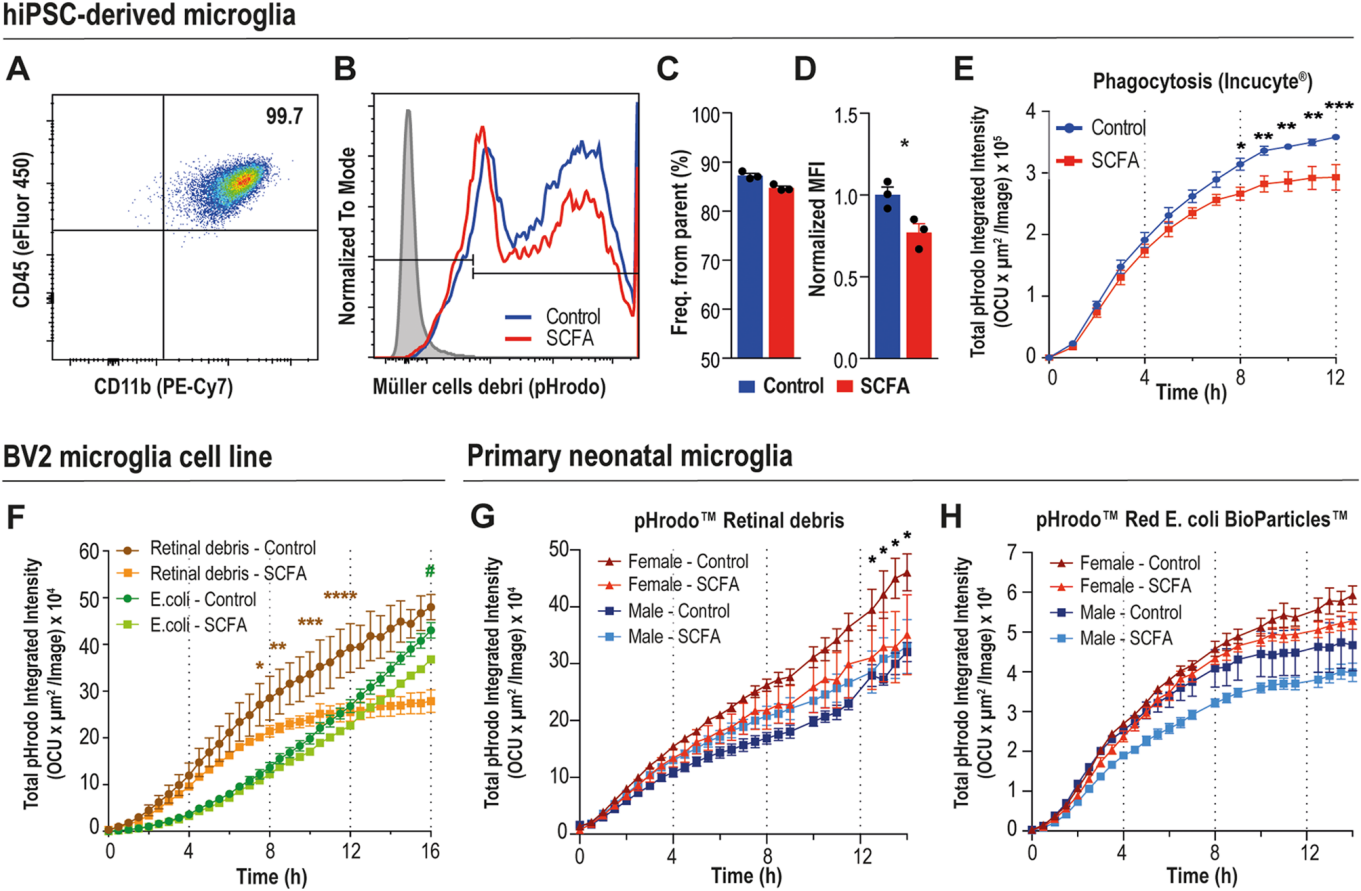
Phagocytic capacity of hiMGLs and BV-2 cells upon SCFA treatment. Microglia phagocytosis was analyzed by flow cytometry (A-D) or monitored over time via Incucyte^®^ (E, F). Cells were preincubated for 4 h in the presence of 300µM acetate, 20µM of propionate, and 10µM of butyrate diluted in the cultivation medium. Then, Müller cell debris, retinal debris or pHrodo™ Red E. coli BioParticles™ were added to the assay. (A) Dot plot shows that hiMGLs express CD45 and CD11b surface markers. (B) Histograms show the engulfment of human Müller cells debris impregnated with pHrodo™ by hiMGLs; grey histogram is a negative control (no baits). (C) Frequency in % of cells derived from parent population (CD45^+^CD11b^+^) that engulfed debris. (D) MFI values of the cells that engulfed debris, normalized to the control group; data are presented as mean + SEM, *n* = 3, *p > 0.05 (unpaired two-tailed t-test). (E) Phagocytosis of pHrodo™-labelled Müller cells debris by hiMGLs; data are presented as mean ± SEM, *n* = 3–6, *p < 0.05, **p < 0.01, ***p < 0.001, (two-way ANOVA with repeated measures, Sídák’s multiple comparisons test). (F) Phagocytosis of pHrodo™-labelled retinal debris or pHrodo™ Red E. coli BioParticles™ by BV-2 microglia cell line; data are presented as mean ± SEM, *n* = 3, *p < 0.05, **p < 0.01, ***p < 0.001, (two-way ANOVA with repeated measures, Tukey’s multiple comparisons test); # *p* < 0.05 represent significance difference for E. coli groups. (G, H) Phagocytosis assay with primary neonatal microglia cells from males and females, performed with (G) labeled retinal debris and (H) E. coli BioParticles™; data are presented as mean ± SEM, *n* = 4–5, *p > 0.05 (two-way ANOVA with repeated measures, Tukey’s multiple comparisons test). OCU = Orange Mean Intensity

## Discussion

Sex-specific differences in AMD development and therapeutic response have long been overlooked, as has the role of gut microbiota metabolites in the prevention and treatment of retinal disorders. In this study, we first examined whether male and female mice developed the AMD model similarly. Second, we investigated whether a mixture of SCFAs (acetate, propionate, and butyrate) ameliorate the disease and whether sex-specific differences emerged following SCFA supplementation. Our findings revealed that the CNV model varies between sexes and that SCFA intervention provides protective, yet distinct, effects in males and females, influencing disease progression and modulating retinal cells at both transcriptional and functional levels. However, further studies are necessary, as our current findings—based on bulk RNA sequencing combined with in vivo imaging and cellular analyses—should be considered exploratory.

Without treatment, we observed no significant differences in IR and FA parameters—proxies for CNV size and leakage area—between sexes. We like to emphasize that our ex vivo focus was on the retina – not the choroidea. Thus, we use the in vivo images as a proxy for CNV size and leakage. Note, that other studies use choroidea flat mount to investigate CNV size and leakage ex vivo instead of in vivo imaging. Female mice exhibited less inflammation, as indicated by lower in vivo BAF values compared to males. Differences in the findings between our study and others may arise due to variations in mouse strains, experimental protocols, time points evaluated, housing conditions, and, importantly, the age and sex of the animals used. Previous studies on sex differences in CNV have reported conflicting results, with one study suggesting that female mice develop more severe CNV than males [36], while another study highlighted the role of estrogen and age in these differences [37]. In our dataset, estrus cycle was monitored by vaginal inspection (not shown), and estradiol levels in serum samples that indicated no difference in females from control and treated groups (Supplementary material 8). It is possible that subtle differences may already emerge in younger animals under specific conditions, such as differences in inflammatory responses, hormonal levels, or genetic background. Further studies are warranted to systematically evaluate how age and experimental conditions influence sex-dependent effects in the CNV model. The observed discrepancies underscore the complexity of age- and sex-related differences in CNV studies and highlight the need for standardized protocols to better compare findings across studies.

In females, SCFA reduced lesion hyper-reflectiveness and vascular leakage at 3dpl after the lesion, and significantly lowered inflammatory infiltration at 3 and 14 dpl. In males, SCFA led to a reduction in inflammatory infiltration at 14dpl, but still it had no effect on vascular leakage or lesion hyper-reflectiveness. These findings suggest that SCFA treatment differentially modulate CNV development affecting females predominantly at early time points, and males later after the laser-lesion.

The reduction of inflammation revealed by the BAF parameter at 14dpl in males was accompanied by a reduction of microglia density in the OPL and IPL retinal layers and increased microglia ramification upon SCFA at 7dpl. Thus, the number of retinal microglia in males and females is modulated by SCFA at different time points and directions, coinciding with beneficial effects on CNV parameters. The temporal association between microglial changes and CNV modulation is correlative, not causal. Retinal microglia have been negatively related to AMD pathology, as their accumulation in sites of retinal degradation accelerates drusen body formation, photoreceptor degeneration, and pathological neovascularization [38–40]. Our data imply that SCFA modulate microglia density in vivo “as needed” promoting a slight increase in microglia density in females at 3dpl and preventing a detrimental increase at 7dpl in males. This is consistent with the idea that microglia can be either beneficial or detrimental, depending on the stage of the disease [41]. In our in vitro experiments, SCFA reduced the phagocytic capacity of both human and mouse microglia, revealing a direct effect on these central microglia function. By reducing microglial phagocytosis at the right time, and taking the individual’s sex into account, it may be possible to preserve RPE integrity, limit synaptic loss, and decrease inflammation-driven neovascularization. Baseline sex differences in gene expression revealed that indeed males exhibit dysregulated inflammatory response and a greater reliance on myelin repair, while females maintain better mitochondrial resilience and epigenetic flexibility. These intrinsic differences set the context for how SCFA treatment differentially influences recovery in each sex. The heightened immune activation in males, characterized by increased expression of *C3*, *Lcn2*, and *Dusp4*, suggests that their microglia are in a more reactive state post-lesion, which may contribute to prolonged neuroinflammation. SCFA treatment appeared to counteract it by downregulating microglia-associated genes such as *Clec7a*, *Trem2*, and *Lyz2*, thereby reducing excessive microglial activation and promoting a more controlled immune response. *Clec7a*, *Trem2*, and *Lyz2* are key regulators of microglia phagocytosis [42–44], complementing our in vitro observation of phagocytosis reduction by SCFA. This modulation could be critical for males, as unresolved inflammation is often detrimental to recovery. This also aligns to our findings at the cellular level, which showed that SCFA reduced microglia density at its 7 dpl peak in males only. These findings are in line with research showing that SCFAs regulate neuroinflammation by decreasing microglial activation and inflammatory gene expression, therefore enhancing neuroprotection [34, 45].

In contrast, females demonstrated a more balanced immune response at baseline, along with a stronger mitochondrial advantage, as reflected in the higher expression of *mt-Co3* and *mt-Atp6*. 

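With SCFA in females at 14 dpl, *mt-Co2* (ENSMUSG00000064354, the mitochondrial chromosome, 7013 to 7696) had 199 ± 89.6 CPM with SCFA (SD, n = 3) and 60.7 ± 16.5 CPM in controls (SD, n = 2), a log2 fold change of 1.71 (standard error 0.35, edgeR's adjusted p = 0.0536). *mt-Atp6* had 166 ± 24.2 and 50.0 ± 12.5 CPM, a log2 fold change of 1.73 (standard error 0.19, edgeR's adjusted p = 0.0525). *Cox8b* had 4.67 ± 3.04 and 1.35 ± 0.185 CPM, a log2 fold change of 1.78 (standard error 0.54, edgeR's adjusted p = 0.0799). With all 4 SCFA and 3 control libraries, the log2 fold changes were 0.41 for *mt-Co2*, 0.23 for *mt-Atp6* and 0.29 for *Cox8b*, none of them a DEG. In the column-block fit, they were 0.015, -0.15 and -0.074, with the sign changed for *mt-Atp6* and *Cox8b*. In the other groups with libraries of both runs of columns, *mt-Co2*, *mt-Atp6* and *Cox8b* were lower in the second run, with log2 fold changes of -1.47, -1.74 and -1.51.

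The score of the mitochondrial mRNAs in females at 14 dpl was 9.53 ± 0.36 with SCFA (SD, n = 3) and 8.43 ± 0.27 in controls (SD, n = 2), a difference of 1.10 (exact permutation test, p = 0.1, the smallest possible). With all libraries the difference was 0.30 (exact permutation test, p = 0.629). It was -0.75 within the first run (3 SCFA and 1 control) and 0.37 within the second (1 SCFA and 2 controls), with opposite signs. At 7 dpl, *mt-Co2*, *mt-Atp6* and *Cox8b* were not DEGs in females, with log2 fold changes of 0.12, 0.055 and -1.22 (n = 2 each). Among the genes with the smallest adjusted p at 14 dpl were *Amy1* (ENSMUSG00000074264, chromosome 3, 113555710 to 113606699), with a log2 fold change of 1.07, and *Gm48114* (ENSMUSG00000110928, chromosome 9, 40363217 to 40366902), with 2.92 (edgeR's adjusted p = 0.0525 for each).

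**Figure D4:**
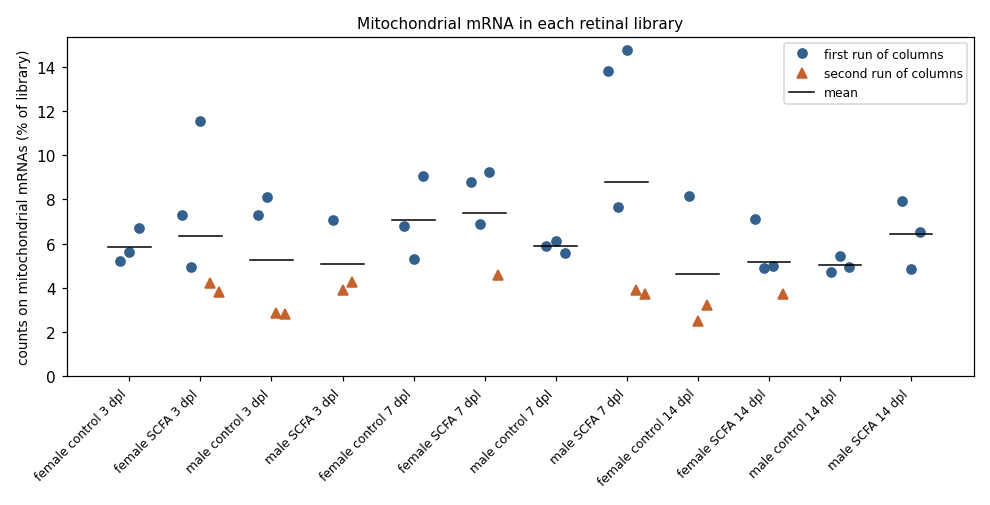
Percentage of each library's counts on the mRNAs of the mitochondrial chromosome, for the 43 libraries by group, with circles for the first and triangles for the second run of columns and a line at each mean. Female controls at 14 dpl are at 8.17% in the first and at 2.50% and 3.24% in the second run.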

SCFA treatment further enhanced mitochondrial efficiency in females by upregulating *mt-Co2*, *mt-Atp6*, and *Cox8b*, reinforcing their metabolic advantage. This difference in mitochondrial response suggests that while males may require more direct intervention to limit neuroinflammation, females benefit more from metabolic support that sustains neuronal function. Studies have shown that sex differences in mitochondrial function contribute to variations in neurodegenerative disease susceptibility, with females often exhibiting more robust mitochondrial resilience [46], which we also observe here.

Another mechanistical consideration on the SCFA modulation of microglial phagocytosis relies on the differential responses to different phagocyted particles. Here, SCFA inhibited phagocytosis of retinal debris but not *E. coli* particles, likely pointing towards involvement of distinct “sensing” receptors for bacterial particles (e.g. toll-like receptors, TLRs) and cellular debris (e.g. scavenger receptors). In our dataset, expression of several TLRs in males and females were modulated by SCFA treatment, and varied across time points. 

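Of the toll-like receptors, *Tlr2* and *Tlr13* were looked up in each SCFA comparison. *Tlr2* (ENSMUSG00000027995, chromosome 3, 83836272 to 83841767) had 0.554 ± 0.191 CPM with SCFA and 0.991 ± 0.646 CPM in controls in males at 7 dpl (SD, n = 3), a log2 fold change of -0.83 (edgeR's adjusted p = 0.357). At 14 dpl it was 0.716 ± 0.196 and 0.484 ± 0.230 CPM in males (SD, n = 3), a log2 fold change of 0.55 (edgeR's adjusted p = 0.460). *Tlr13* (ENSMUSG00000033777, chromosome X, 106143204 to 106160493) had 0.508 ± 0.111 and 0.737 ± 0.251 CPM in males at 7 dpl (SD, n = 3), a log2 fold change of -0.54 (edgeR's adjusted p = 0.444). At 14 dpl, *Tlr13* had too few counts in males to be tested. In all of these comparisons the groups overlapped. Within the first run of columns at 7 dpl, the log2 fold changes were -0.69 for *Tlr2* and -0.043 for *Tlr13*.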

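At 14 dpl in females, *Tlr2* had 0.433 ± 0.142 CPM with SCFA (SD, n = 3) and 0.830 ± 0.111 CPM in controls (SD, n = 2), a log2 fold change of -0.94 (standard error 0.48, edgeR's adjusted p = 0.223). *Tlr13* had 0.6246 ± 0.1997 and 0.489 ± 0.290 CPM, a log2 fold change of 0.35 (standard error 0.56, edgeR's adjusted p = 0.706). With all 4 SCFA and 3 control libraries of both runs of columns, the log2 fold changes were -1.14 for *Tlr2* and 0.35 for *Tlr13*. At 7 dpl, *Tlr2* had too few counts in females to be tested in the libraries compared. There, *Tlr13* had 4 to 12 counts in the 4 SCFA libraries and 2 to 14 counts in the 3 libraries labelled female control at 7 dpl. In the libraries compared, its log2 fold change was -0.00078 with a standard error of 2.09, so that a difference in either direction was not excluded.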

Of note, in females, TLR2 and TLR13 genes showed altered expression in more than one sample, suggesting SCFA may influence microbial sensing pathways. In contrast, scavenger receptors genes (e.g. *Cd36*,* Mertk*,* Msr1*,* Cd68*,* Scarb1*) showed minimal transcriptional changes in female retinas. 

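At 7 dpl in females, *Cd36*, *Mertk*, *Msr1*, *Cd68* and *Scarb1* had log2 fold changes of 0.66, 0.13, -2.77, -0.93 and -0.22 (n = 2 each), and edgeR's adjusted p was between 0.387 and 0.897. *Msr1* was at or under 3 counts in both SCFA libraries, so that its mean was at least 3.52-fold lower than that of the controls. At 14 dpl, *Scarb1* (ENSMUSG00000037936, chromosome 5, 125277087 to 125341094) had 112 ± 9.40 CPM with SCFA (SD, n = 3) and 153 ± 18.7 CPM in controls (SD, n = 2), a log2 fold change of -0.45 (standard error 0.13). *Cd36*, *Mertk* and *Cd68* had log2 fold changes of -0.35, -0.20 and 0.65 there. For these 4 genes, edgeR's adjusted p was between 0.0730 and 0.433. The lowest of them, for *Scarb1*, was under 0.1, with a log2 fold change short of the threshold of a DEG. *Msr1* had too few counts to be tested at 14 dpl. Both control libraries had at most 3 counts of it, and its mean with SCFA was at least 2.96-fold higher. With all libraries of both runs of columns at 14 dpl, the log2 fold change of *Scarb1* was -0.24 (edgeR's adjusted p = 0.986).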

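In males at 14 dpl, *Scarb1* had 113 ± 19.6 CPM with SCFA and 143 ± 3.62 CPM in controls (SD, n = 3), a log2 fold change of -0.34 (standard error 0.12, edgeR's adjusted p = 0.0667). Every SCFA library was under every control library. With DESeq2 on the same libraries its adjusted p was 0.0461. *Cd36*, *Mertk* and *Cd68* had log2 fold changes of -0.36, 0.078 and 0.38 at 14 dpl (edgeR's adjusted p between 0.454 and 0.797). At 7 dpl, *Cd36*, *Mertk*, *Cd68* and *Scarb1* had log2 fold changes of 0.48, 0.064, -0.85 and -0.13 in males (edgeR's adjusted p between 0.229 and 0.884). *Scarb1* had -0.55 within the first run of columns (edgeR's adjusted p = 0.0725) and -0.56 in the column-block fit (edgeR's adjusted p = 0.00356). With all libraries it had -0.37 (edgeR's adjusted p = 0.286). These fold changes are short of the threshold of a DEG. *Msr1* had too few counts to be tested in the libraries compared at either day. It had 0.186 ± 0.139 CPM with SCFA and 0.559 ± 0.294 CPM in controls at 7 dpl (SD, n = 3), and at 14 dpl 0.426 ± 0.0677 and 0.184 ± 0.0600 CPM (SD, n = 3), with every SCFA library over every control library at 14 dpl. With all 5 SCFA libraries at 7 dpl, its log2 fold change was -0.10 (edgeR's adjusted p = 0.965).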

In males, only *Scarb1* at 14dpl showed a statistically significant increase (padj = 0.039), while others like *Mertk* and *Msr1* remained unchanged or modestly downregulated without significance. In females, none of these genes reached statistical significance after correction, and there was no consistent downregulation across samples. Overall, although the exploratory character of these data, it might suggest that SCFA modulation of phagocytosis is not mediated by transcriptional alterations of scavenger receptors genes.

Another key sex-specific effect of SCFAs indicates involvement of neuroplasticity and myelination. Males exhibited upregulation of protocadherin-associated genes such as *Pcdhga6*, *Pcdhac2*, and *Pcdhgc4* following SCFA treatment, suggesting increased synaptic remodeling and neuronal plasticity. In contrast, females showed downregulation of *Col9a3* and *Col18a1*, indicating a shift in ECM composition that may optimize neuronal regeneration. 

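At 7 dpl, *Col18a1* (ENSMUSG00000001435, chromosome 10, 77052178 to 77166548) had 36.9 ± 8.18 CPM in SCFA-treated and 75.0 ± 25.9 CPM in control females (SD, n = 2), a log2 fold change of -1.02 (standard error 0.25, edgeR's adjusted p = 0.273). It was a DEG with DESeq2 on the same libraries (adjusted p = 0.0265). With all female libraries of 7 dpl, including the library labelled female control 7 dpl replicate 2, the log2 fold change of *Col18a1* was -0.51. It was not a DEG there.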

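At 14 dpl in females, the alpha cluster had 10 DEGs in edgeR's test, all lower with SCFA, and the list of Supplementary material 4 holds 8 of its genes. With DESeq2 on the same libraries there were 8, and without a filter on low counts 11. With all 4 SCFA and 3 control libraries there were 0, at 425 genes with an unadjusted p under 0.05 in the whole test. The control libraries of this comparison are of the second run of columns and its SCFA libraries of the first.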

Later, 14 DEGs belonging to the Pcdh-α cluster were further reduced in treated female mice, suggesting that SCFA treatment is likely involved in the epigenetic regulation of these gene clusters, which are related to structural changes and myelination [47]. These findings indicate that SCFAs facilitate recovery through different mechanisms: promoting structural support in males, while fine-tuning metabolic pathways and inflammatory control in females.

SCFA treatment also influenced epigenetic and neurogenesis pathways in a sex-dependent manner. In males, upregulation of *Olig3* and *Insl5* at 14 days suggested enhanced neurogenesis and metabolic balance, while in females, early upregulation of *Cmip*, *Esrrg*, and *Epha3* at 7 days implied that SCFAs promote neuronal survival and mitochondrial biogenesis sooner in the recovery process. This timing difference may reflect a fundamental disparity in how males and females adapt to injury, with females potentially activating repair mechanisms earlier than males. These findings are supported by the early effects of SCFA on CNV and leakage size in females.

The overall effects of SCFA treatment underscore the importance of considering biological sex as a key factor in therapeutic strategies for neuroprotection. Males, with their predisposition to heightened inflammation, appear to benefit more from SCFA-driven immune regulation, whereas females, with their stronger baseline mitochondrial function, exhibit enhanced metabolic resilience following SCFA treatment (Fig. 6). These findings suggest that sex-specific therapeutic approaches should be considered when developing interventions targeting neuroinflammation and recovery after retinal injury. Understanding the molecular mechanisms underlying these differences is critical for advancing precision medicine in neuroinflammatory disorders.

**Fig. 6:**
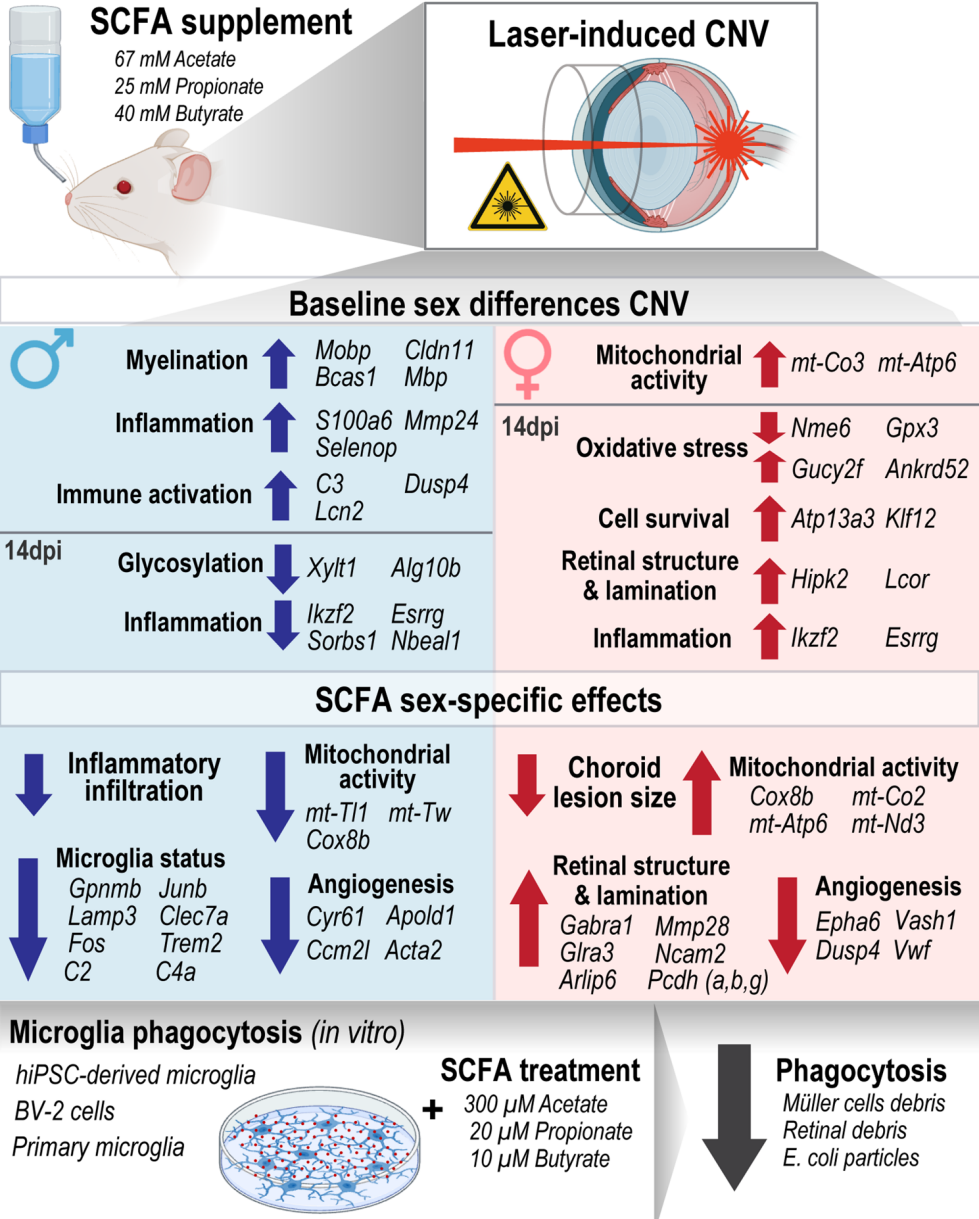
Graphical summary. The figure summarizes the main findings

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

## Data Availability

No datasets were generated or analysed during the current study.

## Abbreviations

AMD: Age-related macular degeneration
BSA: Bovine serum albumin
BSA: bovine serum albumin
CD: cluster of differentiation
CNV: Choroidal neovascularization
DEGs: Differentially expressed genes
DMEM: Dulbecco’s Modified Eagle Medium
DPBS: Dulbecco’s Phosphate-buffered saline
E. coli: Escherichia coli
ECM: Extracellular matrix
EDTA: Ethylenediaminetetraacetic acid
FBS: Fetal bovine serum
HEPES: 2-[4-(2-hydroxyethyl)piperazin-1-yl]ethanesulfonic acid
hiMGLs: Human microglia-like cells
hiPSCs: Human induced pluripotent stem cells
HPCs: Hematopoietic progenitor cells
IL-34: Interleukin-34
IPL: Inner plexiform layer
M-CSF: macrophage colony-stimulating factor
MEM: Eagle’s minimal essential medium
nAMD: Neovascular AMD
OCT: Optical coherence tomography
OCU: Orange mean intensity
OPL: Outer plexiform layer
padj: Adjusted p value
Pen/Strep: penicillin /streptomycin
PFA: Paraformaldehyde
ROI: Region of interest
RPE: Retinal pigmented epithelial
RT: Room temperature
SCFA: Short-chain fatty acids
SEM: Standard error of the mean
SD: Standard deviation
TBS: Tris-buffered saline
TGF-β1: Transforming growth factor beta 1
TLR: Toll-like receptor
VEGF: Vascular endothelial growth factor

How the deposited data were processed for this re-analysis (not part of the article)

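Retinal RNA was sequenced from 43 libraries, each a pool of 2 laser-treated retinas from the same group. The groups were males and females, with or without SCFA in the drinking water, at 3, 7 and 14 dpl. Libraries were prepared and sequenced at Novogene on a NovaSeq 6000 with paired-end reads of 150 bases. The authors deposited the counts of reads per gene as raw counts, without normalization, for 54532 genes. The paper's text and its supplementary tables of DEGs and GO terms do not name the aligner, the genome build, the annotation or the strand setting behind these counts. Genes were named and located by their identifiers in GENCODE M21 on GRCm38, which holds 54495 of them and lacks 37. All 865 genes of Supplementary material 4 are in the deposited table.

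Library totals ran from 14826957 to 21507527 counts, with a median of 17683615. Median totals of the groups were between 16324777 and 20106157. Libraries with 3 counts or fewer of a gene were taken to be at the floor for that gene, which is between 0.139 and 0.202 CPM. Counting error is the only error that this floor covers. Folds against a group whose libraries were all at the floor are given as lower bounds.

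The main comparisons used the libraries that Supplementary material 4 lists. At 7 dpl these are male control replicates 2 and 3 against female control replicates 1 and 3, male SCFA replicates 2, 4 and 5 against male control replicates 1 to 3, and female SCFA replicates 1 and 3 against female control replicates 1 and 3. At 14 dpl they are 3 male against 3 female controls, 3 SCFA against 3 control males, and female SCFA replicates 1 to 3 against female control replicates 2 and 3. The paper presents no transcriptome at 3 dpl, for which all libraries were used.

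Genes with low counts were removed by edgeR's filterByExpr, library sizes were scaled by TMM, values per library were given as CPM on that scale, and groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested. A DEG had an adjusted p under 0.1 and an absolute log2 fold change over 1, the thresholds that the paper states, with the fold change on the log2 scale as in its volcano plots. The standard error of a log2 fold change was its size divided by the square root of the test's F statistic. The paper names DESeq2 for the normalized read counts, and its test was run as an alternative in version 1.42.0. A gene to which DESeq2 gave no adjusted p, for example by its filter on the mean count, was counted as not called. The difference between the sexes in the response to SCFA was tested as an interaction term. Set scores, for myelin, microglia, mitochondrial mRNA, clustered protocadherin and immediate early genes, were means of log2(CPM + 1), compared by two-sided exact permutation tests in scipy 1.17.1 with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9.

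The genes named are those that the paper names in its results or discussion for a comparison, the sex-linked genes *Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, and for each comparison the 3 DEGs with the smallest adjusted p among those whose groups did not overlap. Not every gene that this rule covers is reported here. The remaining DEGs between the sexes were counted after removal of genes on chromosomes X and Y and genes without an established name.

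The alternatives were DESeq2, all libraries of each group, DESeq2's size factors within edgeR (RLE) and no filter on low counts. Others were a minimum of 10 counts in every library, a single fit of all 12 groups and an adjusted p under 0.05. Further ones were no threshold on the fold change, a robust fit and the replicate number as a block. The last used the numbers of libraries that the methods state where these differ. Each library was also left out in turn. For comparisons with 2 libraries in a group, this was done among all libraries of the groups. Set scores were also computed with a pseudocount of 0.1. After the data had been seen, the 43 libraries were split by the 31 and 12 columns of the first and the second run of columns in the deposited table, and this split was added as a block or used to fit a single run. For 3 comparisons with SCFA, the smooth trend (lowess, span 0.3) of each library's deviations from the mean of the libraries with GC content or with the log2 length of the longest transcript was also removed as an offset, chosen after the data had been seen.

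The tests were tested on simulated data with 200 changed genes, of which edgeR called between 94% and 99.5% and DESeq2 between 94% and 98%. All of these changes were well beyond the fold-change threshold of a DEG, so that smaller changes were not tested. The male GO terms of Supplementary material 6 were left out, because their gene lists end before all genes are named. The imaging, immunofluorescence and phagocytosis measurements of the paper are not RNA sequencing and were left out.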

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

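The test for lens transcripts in a library and the refit of the interaction at 14 dpl with the column block were chosen only after the result had been seen. The highest and lowest libraries were compared with Dixon's critical value in 117 combinations of a measure and a group of 4 or 5 libraries, and 7 lay beyond it, where chance gives about 5.85. As a number they are close to what chance gives. For each, the ratio given is the gap to the nearest library over the whole range of the group.

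In females with SCFA at 3 dpl, replicate 2 stood apart in the score of 20 lens genes, at 13.49 against 1.03 to 4.41 in the other libraries (ratio 0.729). Lens genes took 25.2% of its counts, where the next library of all groups had 0.0876% and the median of the others was 0.00498%. This is consistent with lens tissue in the pool. No biological explanation was tested, since the other libraries of the group are not near it. The paper does not report on this day.

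In the same group, replicate 3 had the lowest protocadherin score, 2.01 against 2.19 to 2.25 (ratio 0.735). In females with SCFA at 14 dpl, replicate 1 had the highest score of rod genes, 11.92 against 11.77 to 11.79 (ratio 0.846). No technical or biological explanation was tested for these, and they cannot be told apart from chance.

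In males with SCFA at 7 dpl, replicate 3 had 4.96 CPM of *Clec7a* (71 counts) against 0.503 to 1.34 CPM in the others (ratio 0.812), and 1.96 CPM of *Msr1* (28 counts) against 0.0559 to 0.348 CPM (ratio 0.846). This library is not in the comparison of Supplementary material 4. In females with SCFA at 7 dpl, replicate 1 had the least *Tlr13*, 0.208 CPM (4 counts) against 0.641 to 0.718 CPM (ratio 0.849), and replicate 2 the most *Cd68*, 3.44 CPM (62 counts) against 2.03 to 2.10 CPM (ratio 0.955). No explanation was tested for these single genes.

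At 14 dpl, the response to SCFA differed between the sexes in 305 genes by the interaction term, with the libraries of Supplementary material 4. In the fit of all libraries with the column block, 0 genes were called, with 1822 at an unadjusted p under 0.05. With all libraries and no block, 0 were called as well, with 1895 such genes. That fit adds a female control of the first run and a female SCFA library of the second, so treatment and run no longer coincide in it. Its count of 0 therefore cannot show whether the run accounts for the change. Since that count is 0, it was reached by all 64 of 64 splits that part as many same-numbered pairs, of which the highest gave 746 DEGs. In the libraries of Supplementary material 4, female treatment coincides with the run of columns, and the 305 genes may come from that difference between libraries. They cannot be told apart from it.

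At 3 dpl, for which the paper presents no transcriptome, SCFA against control in females gave 2 DEGs, with all 8 libraries. These were *Egr1*, with a log2 fold change of -1.87 (edgeR's adjusted p = 0.00502, lower in 5 of 5 SCFA libraries than in every control), and *Nr4a1*, with -1.56 (edgeR's adjusted p = 0.0200, likewise in 5 of 5). Both are named because they are the DEGs of this comparison, after their values were seen. Of the 8 splits that part as many same-numbered pairs, 2 gave as many DEGs, and of all 56 splits, which include those that keep such pairs together, also 2. The other of these put the 3 SCFA libraries of the first run against the remaining 5 libraries and gave 724. With the column block among these libraries, 548 genes were DEGs, and without the library with lens transcripts 328, of which 256 were shared. Lens transcripts may therefore account for part of the DEGs of that fit and not for the rest. With the replicate number as a block there were 358, in a comparison where the deviations of same-numbered libraries correlated by 0.142. *Egr1* and *Nr4a1* were also DEGs in the fit of all 12 groups with the column block and within the first run of columns. With 8 such splits a share under 0.05 cannot be reached, and the other split keeps the treated libraries of the first run apart from its controls, so that the splits do not settle whether the 2 DEGs came about by chance.

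Male against female controls at 3 dpl gave 7 DEGs. They were *Ddx3y*, *Kdm5d*, *Uty*, *Eif2s3y* and Gm29650 on chromosome Y, *Xist* on chromosome X and *Tmem267*, which is on neither, with a log2 fold change of -1.39 (edgeR's adjusted p = 0.0286, lower in 4 of 4 male libraries than in every female one). Gm29650 and *Tmem267* are named after their values were seen. Of the 8 splits that part as many same-numbered pairs, 1, the real one, gave as many DEGs, and of all 35 splits 2 did, the other with 778. Of the 7, the genes on chromosomes X and Y follow from the sex of the mice. For *Tmem267*, no explanation was tested.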

How the results depend on the processing

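The alternatives that use the run of columns, as a block or by fitting a single run, were chosen only after the results had been seen. The refits corrected for GC content or transcript length, which are described under the other observations and are not counted here, were also chosen then. The remaining alternatives were set before the data were examined. There were 20 alternatives besides the fits that left out a library, 4 of them chosen after seeing the data. The main DEG counts were 141 for sex at 7 dpl, 6 for sex at 14 dpl, 252 for SCFA in males at 7 dpl, 350 for SCFA in males at 14 dpl, 0 for SCFA in females at 7 dpl (1861 genes at an unadjusted p under 0.05), 651 for SCFA in females at 14 dpl, 0 for SCFA in males at 3 dpl (1027 genes at an unadjusted p under 0.05), 2 for SCFA in females at 3 dpl, 7 for sex at 3 dpl, 0 for the interaction at 7 dpl (939 genes at an unadjusted p under 0.05) and 305 for the interaction at 14 dpl. Of 225 counts under the alternatives, 114 were within a factor of 1.5 of the main count and 111 were not. For the changes below, the cause was not tested unless a value is given for it. A count does not say which genes were called.

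Counts that moved with DESeq2 in place of edgeR were 41 for sex at 7 dpl, 62 for sex at 14 dpl, 99 for SCFA in males at 7 dpl, 44 for SCFA in females at 7 dpl, 10 for SCFA in males at 3 dpl, 26 for SCFA in females at 3 dpl, 13 for sex at 3 dpl and 1 for the interaction at 7 dpl. With all libraries of the groups they were 1 for sex at 7 dpl, 0 for SCFA in females at 14 dpl (425 genes at an unadjusted p under 0.05) and 0 for the interaction at 14 dpl (1895 genes at an unadjusted p under 0.05), and with all libraries and DESeq2 13 for sex at 7 dpl, 5 for SCFA in females at 7 dpl, 0 for SCFA in females at 14 dpl (464 genes at an unadjusted p under 0.05), 3 for the interaction at 7 dpl and 8 for the interaction at 14 dpl. The number of genes called with no filter on low counts was 265 for sex at 7 dpl, 100 for sex at 14 dpl, 411 for SCFA in males at 7 dpl, 159 for SCFA in females at 7 dpl, 1 for SCFA in males at 3 dpl, 40 for the interaction at 7 dpl and 525 for the interaction at 14 dpl. A minimum of 10 counts in every library gave 0 for sex at 14 dpl (2418 genes at an unadjusted p under 0.05), 145 for SCFA in males at 7 dpl, 205 for SCFA in males at 14 dpl and 0 for sex at 3 dpl (1197 genes at an unadjusted p under 0.05). This minimum took 5 of the 6 DEGs for sex at 14 dpl and 6 of the 7 at 3 dpl out of the test, all of them on chromosome X or Y, so that the counts of 0 do not measure how stable these DEGs are. At each day, the 1 DEG that was still tested was not called. For SCFA in males, it took 112 of the 252 DEGs at 7 dpl and 147 of the 350 at 14 dpl out of the test, and 140 of the 140 and 201 of the 203 still tested were called. In a single fit of all 12 groups there were 2 for sex at 7 dpl, 57 for sex at 14 dpl, 48 for SCFA in males at 14 dpl, 0 for SCFA in females at 14 dpl (623 genes at an unadjusted p under 0.05), 56 for SCFA in females at 3 dpl and 0 for the interaction at 14 dpl (1115 genes at an unadjusted p under 0.05). An adjusted p under 0.05 left 64 for sex at 7 dpl, 141 for SCFA in males at 7 dpl, 0 for SCFA in females at 14 dpl (5014 genes at an unadjusted p under 0.05) and 17 for the interaction at 14 dpl. Without a threshold on the fold change there were 1088 for sex at 7 dpl, 3122 for SCFA in males at 7 dpl, 3952 for SCFA in males at 14 dpl, 2962 for SCFA in females at 14 dpl and 1642 for the interaction at 14 dpl. With RLE normalization, every DEG count was within a factor of 1.5 of the main count. With the robust fit, 10 for SCFA in females at 7 dpl was the only count outside it. With 3 male controls, the number that the methods state, there were 26 DEGs for sex at 7 dpl. With 2 female controls, again the number stated, there were 785 for sex at 14 dpl.

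With the replicate number as a block, the counts that moved were 16 for SCFA in females at 7 dpl and 358 for SCFA in females at 3 dpl, and among all libraries of the groups 4 for sex at 7 dpl, 642 for SCFA in males at 7 dpl, 0 for SCFA in females at 14 dpl (1587 genes at an unadjusted p under 0.05) and 0 for the interaction at 14 dpl (2231 genes at an unadjusted p under 0.05). Across genes, the deviations of same-numbered libraries from their group means correlated by 0.206 for all female libraries at 14 dpl, 0.142 for females at 3 dpl and -0.168 for controls at 14 dpl. In the other comparisons these correlations were within 0.1 of 0, so that the replicate number gives no pairing there.

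In the single fit of all libraries with the column block there were 5 for sex at 7 dpl, 80 for sex at 14 dpl, 614 for SCFA in males at 7 dpl, 195 for SCFA in males at 14 dpl, 22 for SCFA in females at 7 dpl, 0 for SCFA in females at 14 dpl (529 genes at an unadjusted p under 0.05), 2 for SCFA in males at 3 dpl, 381 for SCFA in females at 3 dpl and 0 for the interaction at 14 dpl (1822 genes at an unadjusted p under 0.05). A column block among the groups compared gave 458 for sex at 14 dpl, 731 for SCFA in males at 7 dpl, 0 for SCFA in females at 14 dpl (412 genes at an unadjusted p under 0.05), 39 for SCFA in males at 3 dpl, 548 for SCFA in females at 3 dpl and 11 for sex at 3 dpl. Within the first run of columns there were 687 for SCFA in males at 7 dpl and 302 for SCFA in females at 3 dpl, and within the second 236 for SCFA in males at 3 dpl. Fits that each left out one library gave 0 to 26 for sex at 7 dpl (268 to 430 genes at an unadjusted p under 0.05 where the count was 0), 5 to 785 for sex at 14 dpl, 64 to 620 for SCFA in males at 7 dpl, 151 to 735 for SCFA in males at 14 dpl, 0 to 16 for SCFA in females at 7 dpl (551 to 1170 genes at an unadjusted p under 0.05 where the count was 0), 0 to 3 for SCFA in females at 14 dpl (185 to 510 genes at an unadjusted p under 0.05 where the count was 0) and 1 to 3 for SCFA in females at 3 dpl. For the interaction at 14 dpl, they gave 0 in all 13 fits, with 1173 to 3306 genes at an unadjusted p under 0.05. These fits were made among all libraries of the groups, which already gave 0.

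For the set scores, the use of all libraries changed the difference for myelin between control males and females at 7 dpl to 1.01, with 14 in place of 17 genes in the score, for mitochondrial mRNAs to -0.29, and for SCFA in females at 14 dpl to 0.30 for mitochondrial mRNAs and -0.26 for the protocadherins. A pseudocount of 0.1 gave 2.59 for myelin at 7 dpl, -0.43 for microglia in females at 7 dpl and -0.86 for the protocadherins in females at 14 dpl. With the column block, the differences were 1.27 for myelin and -0.30 for mitochondrial mRNAs between the controls at 7 dpl, -0.23 for microglia with SCFA in females at 7 dpl, 0.066 for the protocadherins in males at 7 dpl, -0.14 for the protocadherins in females at 14 dpl and -0.28 for mitochondrial mRNAs in females at 14 dpl, which reversed. The difference for microglia was -0.26 with SCFA in males at 7 dpl and 0.20 between the controls at 7 dpl. For the immediate early genes in males it was -0.62 at 7 dpl and -0.95 at 14 dpl. With each library left out, the microglial difference ran from 0.13 to 0.56 between the controls at 7 dpl and from -0.40 to -0.28 with SCFA in females at 7 dpl, and the protocadherin difference in females at 14 dpl from -0.78 to -0.39.

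The 104 fold changes of named genes had 1357 values under the alternatives, of which 818 kept their direction and their side of the threshold. The other 539 changed, 457 by losing a call, 41 by gaining one and 41 by reversing. For SCFA in males at 7 dpl, *Pcdhac2* reversed to -0.55 with the replicate block, -0.41 with the column block and -0.49 within the first run. *Cox8b* was 0.0036 with the replicate block and 0.042 within the first run, and *Clec7a* 0.028 and 0.20. *Mertk* was -0.0020 with all libraries, -0.0021 with all libraries and DESeq2, -0.020 in the single fit of 12 groups and -0.044 with the column block. For SCFA in females at 7 dpl, *Tlr13* was 0.015 with all libraries, 0.0043 with all libraries and DESeq2, 0.0033 with RLE, 0.018 in the single fit, 0.13 with the replicate block and 0.028 with the column block. At 14 dpl, *mt-Atp6* and *Cox8b* in females reversed to -0.15 and -0.074 with the column block.

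With each library left out in turn, some named genes changed sign. The log2 fold change of *Dusp4* between controls at 7 dpl ran from -0.0035 to 1.04. With SCFA, *Mertk* ran from -0.059 to 0.27 in males at 7 dpl, -0.071 to 0.16 in males at 14 dpl and -0.011 to 0.18 in females at 7 dpl. At 7 dpl in females, *mt-Co2* ran from -0.062 to 0.40, *mt-Atp6* from -0.089 to 0.57 and *Tlr13* from -0.50 to 0.43. At 14 dpl in females, *Lamc3* ran from -1.10 to 0.11, *mt-Co2* from -0.011 to 1.48, *mt-Atp6* from -0.17 to 1.50, *Cox8b* from -0.25 to 1.59 and *Amy1* from -0.078 to 1.04.

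Low counts limit *Tlr2*, *Tlr13* and *Msr1*, none of which passed the filter on low counts in every comparison. In the simulated data, edgeR called 98.5% of the changed genes with 2 libraries against 2. The simulated changes were all well beyond the fold-change threshold of a DEG, and the spread was that of male libraries at 14 dpl. Most genes that the paper names as changed in females at 7 dpl lie close to that threshold. The simulation therefore cannot show whether the number of libraries accounts for the low count for SCFA in females at 7 dpl.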

Differences from the paper's values

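The settings with a column block named here were chosen only after the values had been seen, and the others were set before the data were examined. Between male and female controls at 7 dpl, 141 genes were DEGs, against the paper's 53. DESeq2 gave 41 and an adjusted p under 0.05 gave 64, both within a factor of 1.5 of the paper's count, and none of the other alternatives set before the data were examined closed the gap. At 14 dpl, 6 genes were DEGs, against the paper's 42. DESeq2 gave 62 and a single fit of all 12 groups gave 57, and none of the other alternatives closed the gap. DESeq2 is the tool that the paper's methods name for normalized read counts.

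Without X-linked, Y-linked and unnamed genes, 81 DEGs remained between the sexes at 7 dpl, against the paper's 32. Here DESeq2 gave 24 and an adjusted p under 0.05 gave 41, and the other alternatives did not reach the paper's count. At 14 dpl, 0 remained, against the paper's 27, with 2470 genes of any kind at an unadjusted p under 0.05. DESeq2 gave 38 and a single fit of all 12 groups gave 32, and none of the others closed the gap.

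For SCFA in males at 7 dpl, there were 252 DEGs, against the paper's 145. The alternatives within a factor of 1.5 of the paper's count were DESeq2 (99), all libraries (188), all libraries and DESeq2 (199), a minimum of 10 counts in every library (145), an adjusted p under 0.05 (141) and the fit without male SCFA replicate 5 (147). The other alternatives were not. At 14 dpl in males, there were 350 DEGs, against the paper's 210. DESeq2 gave 250, a minimum of 10 counts 205, an adjusted p under 0.05 234 and the replicate block 312. Leaving out SCFA replicate 1 gave 259, SCFA replicate 3 199, control replicate 1 181 and control replicate 2 151. All of these are within a factor of 1.5 of the paper's count, as is the 195 of the single fit with the column block, chosen after seeing the values. The other alternatives set before the data were examined did not close the gap.

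For SCFA in females at 7 dpl, there were 0 DEGs, against the paper's 45, with 1861 genes at an unadjusted p under 0.05. DESeq2 gave 44, and none of the other alternatives closed the gap. For *Scarb1* in males at 14 dpl, edgeR's adjusted p was 0.0667, against the paper's 0.039. DESeq2's adjusted p was 0.0461, and across all alternatives set before the data were examined the adjusted p was between 0.00361 and 0.395, with DESeq2 alone within a factor of 1.5 of the paper's value.

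Several genes that the paper lists as changed were not DEGs in edgeR's test. Between control males and females at 14 dpl, these included *Ikzf2*, *Esrrg*, *Nbeal1*, *Xylt1*, *Alg10b*, *Atp13a3* and *Klf12*, which DESeq2, a single fit of all 12 groups and the fit without female control replicate 1 called. *Gucy2f*, *Ankrd52* and *Zbtb37* were called by DESeq2 and without female control replicate 1, and *Slc17a8* by DESeq2, by the single fit of all 12 groups and by the same fit with the column block, chosen after seeing the values. In females at 7 dpl, *Cd74*, *C1qa*, *Col9a3*, *Col18a1*, *Cmip* and *Epha3* were called by DESeq2 only, and *Esrrg* by DESeq2 and with the replicate block.

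The paper states that *Scarb1* rose with SCFA in males at 14 dpl, and its log2 fold change here was -0.34. It fell under every alternative that was run. The paper states that none of *Cd36*, *Mertk*, *Msr1*, *Cd68* and *Scarb1* was significant in females, and edgeR's adjusted p of *Scarb1* at 14 dpl was 0.0730 with a log2 fold change of -0.45 and lower values in 3 of 3 SCFA libraries than in both controls. Under the alternatives it was between 0.0334 and 1.00. The paper describes *Tlr2* and *Tlr13* as altered in females, and neither was a DEG here. Their log2 fold changes were -0.94 and 0.35 at 14 dpl. At 7 dpl that of *Tlr13* was -0.00078, and *Tlr2* was under the filter on low counts.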

Other observations

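The refits with the column block or with a correction for GC content or transcript length and the tests of the protocadherin and mitochondrial sets against the run of columns, of myelin, of the immediate early genes and of the Y-linked transcripts were chosen only after the result had been seen.

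The first 31 columns and the later 12 columns of the deposited table differ in more than mitochondrial mRNAs. On the first principal component of 18197 genes, which carries 21% of the variance, the first run lies between -58.0 and 14.9 and the second between 16.6 and 66.8. The paper's text names no second round of sequencing or collection. For females at 14 dpl, compared with the libraries of Supplementary material 4, the log2 fold changes of SCFA correlated by -0.72 (Pearson) and -0.721 (Spearman) across 16652 genes with the difference between the runs in 5 groups outside the comparison, and 610 of 635 DEGs had the direction that this difference gives (96.1%, against 78.8% of all genes). Genes are not independent replicates. In the fit of all libraries with the column block, 0 of the 651 DEGs were called, with 529 genes at an unadjusted p under 0.05. The median change of the DEGs fell from 1.42 to 0.299 on the log2 scale, while the standard errors changed by a factor of 1.02. All libraries without the block gave 0 too, with 425 such genes. Of the 8 splits of all libraries that part as many same-numbered pairs, 8 reached this count of 0, as any split would. The split by run of columns gave 663, and this split and the treatment are the same in the libraries of Supplementary material 4.

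After every library was thinned to the smallest total, 651 DEGs were called in females at 14 dpl, which speaks against depth. The log2 fold changes correlated by -0.104 (Spearman) with GC content and by -0.436 with the length of the longest transcript, for 99.9% of the genes tested. The genes higher with SCFA had shorter transcripts, with a median of 1196 bases against 4037 bases for those lower. After the trend of each library with GC content was removed, 608 of the DEGs were still called, among 648 genes. At a correlation of -0.104 there was little of this trend to remove. The refit shows only that it does not account for most of the DEGs. After the trend with transcript length was removed, 372 of the DEGs were still called, among 453 genes. A bias by length may therefore account for part of the DEGs. A difference between the runs of columns, with a bias by length, is a candidate explanation of these DEGs, and an effect of SCFA cannot be told apart from it.

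The clustered protocadherins were higher in the second run in 5 of 5 other groups with libraries of both, and the mitochondrial mRNAs were lower there in 5 of 5. The protocadherin score was higher by 0.795 in male controls at 3 dpl and by 0.0105 to 0.235 in the SCFA groups. The latter are smaller in size than the -0.59 with SCFA in females at 14 dpl. For the mitochondrial mRNAs, the differences were between -1.8 and -0.779. The column block takes the difference between the runs to be the same in every group. The lower protocadherin score and the higher mitochondrial score with SCFA in females at 14 dpl may come from a batch of libraries, since the controls compared are of the second run.

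For SCFA in males at 7 dpl, the log2 fold changes correlated by 0.348 (Pearson) with the difference between the runs, and 202 of 251 DEGs had its direction. Of the 252 DEGs, 84 were also called in the fit of all libraries with the column block, which called 614 genes. With all libraries and no block, 98 of the DEGs were called. The SCFA libraries added there are of the first run, like the controls, so that this loss cannot show whether the run accounts for it. Thinning gave 257 DEGs, which speaks against depth. The correlations were -0.308 with GC content and 0.326 with transcript length (Spearman). After a correction for GC content 197 of the DEGs were still called, among 225 genes, and after the correction for length 179, among 211. All 252 had the same direction after either correction. Their median log2 fold change in that direction went from 1.32 to 1.26 for GC content and 1.29 for length. Neither bias accounts for most of these DEGs, and a part of them was not excluded. Of 6 splits that part as many same-numbered pairs, 1 gave as many DEGs, the real one, and the others gave 0. The remaining 4 of all 10 splits part no such pair and gave 10 at most. With 6 libraries there are too few splits for such a share to be under 0.05.

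For SCFA in males at 14 dpl, all libraries are of the first run, so that the runs do not enter the comparison. The correlation with the difference between them was -0.204, and 32.5% of the DEGs had its direction. Thinning gave 359 DEGs, and the correlations were -0.349 with GC content and 0.108 with transcript length. Of the 350 DEGs, 252 were still called after the correction for GC content, among 296 genes, and 311 after that for length, among 360, more genes than without it. All 350 had the same direction after either correction. Their median log2 fold change in that direction went from 1.27 to 1.22 for GC content and 1.28 for length. Neither bias accounts for most of these DEGs, and a part of them was not excluded. Of 4 splits that part all same-numbered pairs, 1 gave as many DEGs, the real one, and of all 10 splits, which include those that keep such pairs together, also 1. With so few splits a share under 0.05 cannot be reached, and a chance result was not excluded by this test. An effect of SCFA remains a hypothesis.

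Between male and female controls at 14 dpl, the correlation with the difference between the runs was -0.3, and 2 of the 3 female controls are of the second run and no male control is, so that a part of the difference between the runs was not excluded. The real split was the only 1 of 4 that part all same-numbered pairs to give as many DEGs, and of all 10 splits 2 did, the other with 9. At 7 dpl, all libraries gave 1 DEG between the sexes, as did 1 of 4 such splits, the real one, and 2 of all 10 splits gave as many, the other with 81. A share under 0.05 cannot be reached with so few splits, and these DEGs cannot be told apart from a chance split by this test. The splits at 7 dpl include the library labelled female control 7 dpl replicate 2, and without it there were 26 DEGs. The 141 DEGs of the libraries of Supplementary material 4 were not compared with other splits. The genes on chromosomes X and Y follow from the sex of the mice.

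Some results had no DEG to compare with other splits. SCFA in females at 7 dpl with all libraries gave 0 (1109 genes at an unadjusted p under 0.05), a count that all 8 of 8 splits that part as many same-numbered pairs reach. SCFA in males at 3 dpl gave 0 (1027 such genes), which 8 of 8 splits reached, and the split by run of columns there gave 946. The interaction at 7 dpl with all libraries gave 0 (580 such genes), which 100 of the 100 splits drawn reached.

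The higher myelin score of control males at 7 dpl may come from myelinated tissue, such as optic nerve, in some libraries. Within another condition, males with SCFA at 7 dpl, the score ranged over 2.205, more than the difference of 1.83 between the sexes. It was the widest range within a condition other than the controls compared, and in the remaining 9 conditions the score ranged over 0.0713 to 1.12, less than that difference. The condition cannot account for a range within it, and a difference between the sexes cannot be told apart from the share of such tissue.

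The immediate early genes were lower with SCFA in 6 of 6 combinations of sex and day among 31 libraries of the first run, with a mean difference of -0.79 (permutation test within sex and day, two-sided, p = 1e-05, the smallest that 100000 permutations can give). In the second run, the difference in males at 3 dpl was -0.2271 and in females at 14 dpl -0.72. The scores are consistent with an effect of SCFA, which is a hypothesis found and tested on the same libraries. The paper states that all mice underwent the same procedures, and no label names a separate collection of treated and control mice. The 2 libraries per group of the second run at 3 dpl, also lower with SCFA, cannot tell a separate collection apart from an effect of SCFA.

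The library labelled female control 7 dpl replicate 2 holds both *Xist* and Y-linked transcripts. Its *Xist*, at 97.1 CPM, is 13.8% of the mean of the other female libraries at 7 dpl, and its Y-linked genes are on average 25.6% of the mean of male controls. If each retina had the mean levels of its sex, a pool of a female and a male retina would give shares adding up to about 100%. They add up to 39.4%, so that such a pool is not borne out under this assumption. *Kdm6a*, among the paper's sex-linked DEGs, had 30.4 CPM in this library. The other female libraries at 7 dpl had 64.8 CPM on average and male controls 31.8 CPM. The library is not among those of Supplementary material 4. The other 21 libraries labelled female had 0 counts on these Y-linked genes. What made this library was not found.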
